# Gene expression changes in cerebellum induced by dietary restriction

**DOI:** 10.3389/fnmol.2023.1185665

**Published:** 2023-05-24

**Authors:** Lisanne J. van’t Sant, María B. Birkisdóttir, Rutger A. Ozinga, Ákos Gyenis, Jan H.J. Hoeijmakers, Wilbert P. Vermeij, Dick Jaarsma

**Keywords:** Purkinje neurons, aging, neurodegeneration, neuroprotective mechanisms, neuronal signaling, DNA repair

## Abstract

**Background:**

Dietary restriction (DR) is a well-established universal anti-aging intervention, and is neuroprotective in multiple models of nervous system disease, including models with cerebellar pathology. The beneficial effects of DR are associated with a rearrangement of gene expression that modulate metabolic and cytoprotective pathways. However, the effect of DR on the cerebellar transcriptome remained to be fully defined.

**Results:**

Here we analyzed the effect of a classical 30% DR protocol on the transcriptome of cerebellar cortex of young-adult male mice using RNAseq. We found that about 5% of expressed genes were differentially expressed in DR cerebellum, the far majority of whom showing subtle expression changes. A large proportion of down-regulated genes are implicated in signaling pathways, in particular pathways associated with neuronal signaling. DR up regulated pathways in large part were associated with cytoprotection and DNA repair. Analysis of the expression of cell-specific gene sets, indicated a strong enrichment of DR down genes in Purkinje cells, while genes specifically associated with granule cells did not show such a preferential down-regulation.

**Conclusion:**

Our data show that DR may have a clear effect on the cerebellar transcriptome inducing a mild shift from physiology towards maintenance and repair, and having cell-type specific effects.

## Introduction

Dietary restriction (DR, also known as caloric restriction) is a well-established anti-aging intervention that consists of reduced food intake without malnutrition (Speakman and Mitchell, 2011; Lee et al., 2021; Acosta-Rodriguez et al., 2022). DR increases health- and lifespan in organisms ranging from yeast to primates with benefits throughout the body (Lee et al., 2021; Green et al., 2022). In rodents and primates, DR has been shown to reduce age-related decline in motor and cognitive function and age-related nervous system pathologies, and to increase resistance to oxidative, metabolic, and excitotoxic insults (Valdez et al., 2010; Wahl et al., 2016; Mattison et al., 2017; van den Boogaard et al., 2021). Furthermore, DR has been shown to reduce neurological deficits and nervous system pathologies in a subset of mouse models for age-related neurodegenerative diseases (Xie et al., 2020; Green et al., 2022; Mitchell and Mitchell, 2022). The anti-aging and neuroprotective effects of DR are thought to be primarily mediated by a network of evolutionary conserved nutrient and energy-sensing pathways that include mTOR, FGF21, insulin/IGF1, AMPK, and sirtuin signaling, and that modulate a variety of intra- and intercellular processes (Mattson and Arumugam, 2018; Komatsu et al., 2019; Lee et al., 2021; Green et al., 2022). Cell-intrinsic neuroprotective mechanisms associated with DR include reduced oxidative stress, improved glucose metabolism, improved proteostasis, increased organelle recycling and enhanced DNA repair (Speakman and Mitchell, 2011; Mattson and Arumugam, 2018; Xie et al., 2020), while cell-extrinsic mechanisms include local factors such as altered glial function and increased neurotrophic signaling, as well as systemic factors such as improved cardiovascular health or immune function (Mattson and Arumugam, 2018; Pluvinage and Wyss-Coray, 2020; Xie et al., 2020; Green et al., 2022). Transcriptome analyses have demonstrated that DR rearranges gene expression in cytoprotective and metabolic pathways, and has differential effects in different tissues and cell types, with relatively limited changes in gene expression in central nervous system as compared to other tissues (Xu et al., 2007; Swindell, 2009; Plank et al., 2012; Barger et al., 2017; Ma et al., 2020). The relatively small effects of DR on gene expression in brain, may reflect the limited bandwidth of brain tissue to adapt its metabolic pathways, because of the continuous high energy demands associated with neuronal function (Harris et al., 2012; Dienel, 2019; Padamsey and Rochefort, 2023).

The cerebellum is affected by a large number of acquired and inherited diseases usually leading to motor and balance abnormalities (Cerminara et al., 2015; Beaudin et al., 2022), and is vulnerably to aging (Andersen et al., 2003). The cerebellum displays different age-related transcriptome and epigenetic changes, and differential vulnerabilities to age-related disorders as compared to forebrain areas (Fraser et al., 2005; Horvath et al., 2015; Liang and Carlson, 2020). Only, a few studies have reported on the effects of DR in the cerebellum. DR has been shown to be beneficial in at least two disease models with cerebellar pathology: In a transgenic mouse model carrying the Atxn3 gene with expanded CAG-repeat region DR reduced cerebellar pathology, potentially mediated by sirtuin signaling (Cunha-Santos et al., 2016). We recently showed that DR strongly delayed Purkinje cell degeneration in progeroid DNA repair-deficient mice (Birkisdottir et al., 2021; Birkisdóttir et al., 2023). The mechanisms underlying the neuroprotective effects of DR in our progeroid mice remain to be defined, although we found that mTOR inhibition seemed not causally involved (Birkisdottir et al., 2021).

To our knowledge there is only a single transcriptome study in the literature that comprehensively examined the effect of DR on gene expression in the cerebellum (Xu et al., 2007). This study suggests that the effect of DR on cerebellar gene expression is minimal, and, in fact, it was concluded that the cerebellar transcriptome was insensitive to DR, yielding no differentially expressed genes (Xu et al., 2007; Swindell, 2009). The study of Xu et al. was performed using microarray’s (Xu et al., 2007), and, hence, the lack of differentially expressed genes in DR cerebellum might be explained by the relative insensitivity of this approach compared to RNAseq (Wang et al., 2014; Zhao et al., 2014). Therefore, to further explore the effect of DR on cerebellum, and to map subtle changes in gene expression, here we analyzed the transcriptome of cerebellar cortex from Ad Libitum (AL) and DR wild-type mice using deep (>50 M reads/sample) sequencing. We found that about 5% of expressed genes were differentially expressed, the far majority of whom showing subtle expression changes in the range of 10%–40% altered expression. The changes in gene expression profiles indicated that DR down-regulated expression of neuronal signaling genes, while upregulated pathways in large part were linked to cytoprotection.

## Methods

### Ethic statements

Animal experiments were performed according to institutional guidelines as overseen by the Animal Welfare Board of the Erasmus MC, following Dutch and EU legislation. Prior to the start of the experiments, a project license for the animal experiments performed for this study was obtained from the Dutch national authority and filed under no. AVD101002015273 (DEC no. 139-12-13, 139-12-18).

### Housing conditions and dietary regimens

Dietary restriction (DR) experiments were performed with wild-type (WT) C57BL6J/FVB F1 hybrid young adult male mice, housed in individual ventilated cages under specific pathogen-free conditions. The environment was controlled with a temperature of 20–22°C and 12 h light:12 h dark cycles. Animals were bred and maintained on AIN93G synthetic pellets (Research Diet Services B.V., Wijk bij Duurstede, Netherlands; gross energy content 4.9 kcal/g dry mass, digestible energy 3.97 kcal/g). Mice were weighed, visually inspected weekly, and scored blindly for gross morphological and motor abnormalities weekly. *Ad libitum*-fed mice (AL, *n* = 6) had unlimited access to food. Animals from the 30% DR group (*n* = 6) received food once a day just before the start of the dark (active) period, Zeitgeber Time (ZT) 12:00. The size of food portions was determined in a prior pilot study where food intake of the AL-fed mice was continuously monitored. Mice on average ate 3.0 g food per day, resulting in 2.1 g/day for 30% DR. Water was freely available to all animals throughout the study. DR was initiated at 7 weeks of age with 10% food reduction, and food was gradually reduced to 30% DR from 9 weeks of age onward as previously published (Vermeij et al., 2016).

### RNA sequencing and analysis

At 12 weeks of age, DR and AL animals were sacrificed at the beginning of the dark period (between ZT13 and ZT16), the DR animals without receiving their last meal at ZT12. For RNA isolation a part cerebellar cortex containing multiple folia from the hemisphere, paravermis and vermis, but no cerebellar nuclei (Figure 1A) was rapidly dissected, immediately flash frozen in liquid nitrogen and stored at −80°C.

**Figure 1:**
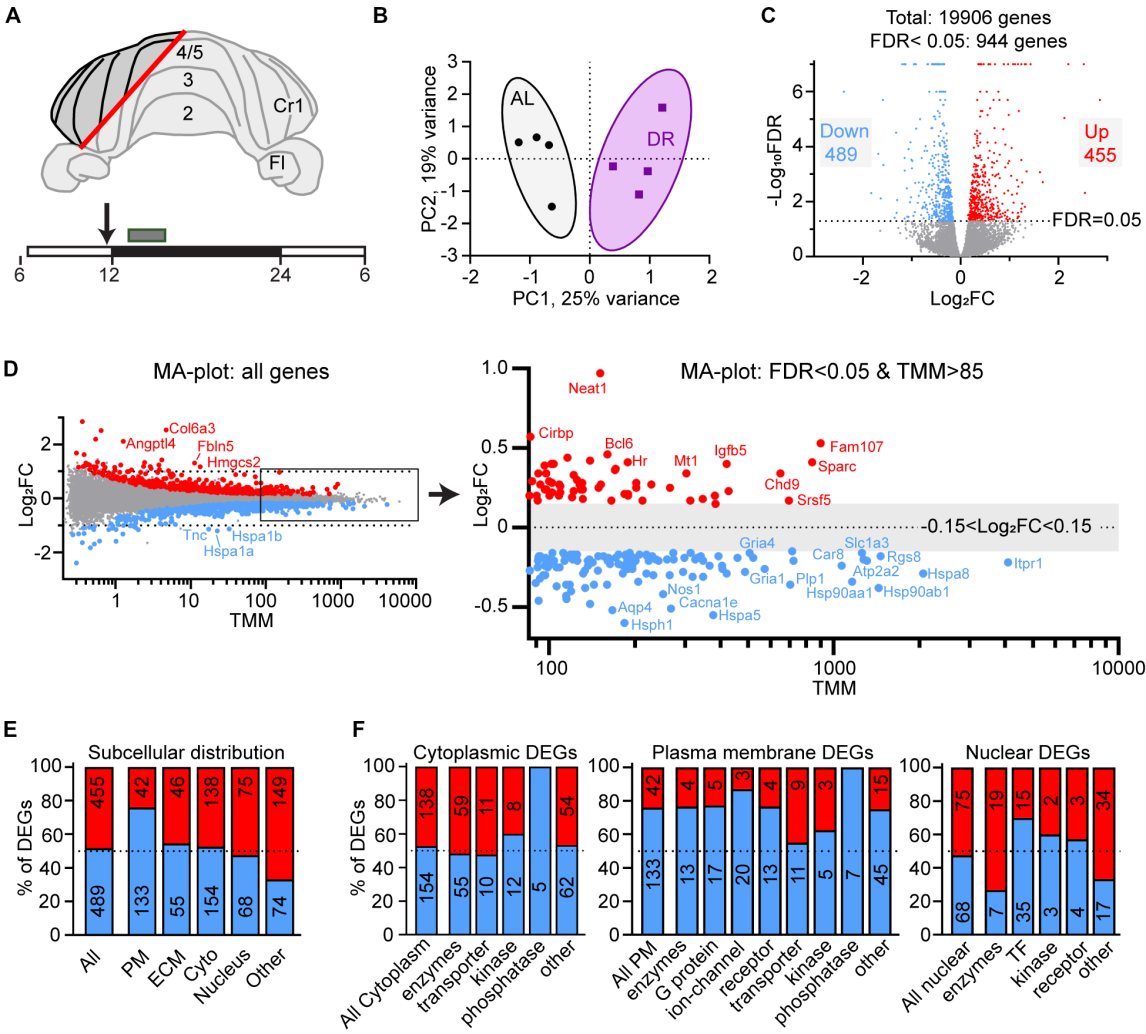
Differential gene expression in DR cerebellum. **(A)** Layout of dissected area of cerebellar cortex from DR and AL wild-type mice used for RNAseq analysis. The box above the time bar indicates the time interval of dissection at the beginning of the dark period (ZT13–ZT16). The arrow indicates the normal time of food delivery, just before the onset of dark period (ZT12) to DR animals. Note that the DR animals did not receive food on the day of dissection. **(B)** Principal component analysis plot showing separation of AL and DR animals. **(C)** Volcano plot showing the distribution of differently expressed genes (DEGs) between AL and DR mice with fold change in expression (log_2_FC) on the x-axis, and false discovery rate (−Log_10_FDR) on the y-axis; DEGs are defined as all genes with FDR < 0.05 (−Log_10_FDR = 1.3, above the dotted line; DR-down genes in blue and DR-up genes in red). **(D)** MA plot illustrating relatively low Log_2_FC values of DEGs of DR versus AL cerebellar cortex. TMM values on the x-axis are means of AL and DR values. The right panel shows a higher magnification of abundantly expressed DEGs (mean TMM ≥ 85) with only DEGs (blue and red dots are down and up in DR DEGs, respectively). Note that the abundantly expressed DR-down DEGs are dominated by heat shock proteins (Hspa5, Hspa8, Hsp90aa1, and Hsp90ab1) and genes linked to glutamatergic signaling (Rgs8, Slc1a3, Gria1, and Gria4) and calcium signaling (Itpr1, Atp2a2, and Car8). **(E,F)** Gene Ontology (GO) annotated subcellular localization **(E)** and functional classes **(F)** of DEGs. PM, plasma membrane; ECM, extra cellular matrix; Cyto, cytolplasm; TF, transcription factors.

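The counts of these 11 abundant genes were scaled for library size with edgeR's TMM factors, as CPM, over 4 AL and 4 DR mice. All 11 were lower on DR, with log2 fold changes from -0.55 to -0.16. Hspa5 (ENSMUSG00000026864.13, chromosome 2 of GRCm38.p6, 34771970 to 34777547), which encodes the ER chaperone BiP, was at 449 ± 57.9 CPM (SD, n = 4) on AL and 306 ± 14.1 CPM (SD, n = 4) on DR. Its log2 fold change of -0.55 (standard error 0.08) had an adjusted p of 0.00143 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes. Gria1 (chromosome 11, 57011387 to 57330244), an AMPA receptor subunit, fell from 624 ± 19.1 to 520.5 ± 32.4 CPM (SD, n = 4 each), a log2 fold change of -0.26 (standard error 0.05, adjusted p = 0.0118 in edgeR's test). Gria4 fell from 554.5 ± 4.32 to 487 ± 24.0 CPM (SD, n = 4 each), and DR replicate 1, at 451 CPM, lay below the other DR mice, at 496 to 500.5 CPM. Its log2 fold change was -0.19 (adjusted p = 0.0349 in edgeR's test). Hspa8, Hsp90aa1, Hsp90ab1, Atp2a2 and Car8 also had an adjusted p under 0.05, which makes 8 of the 11. Itpr1, Rgs8 and Slc1a3 did not, with adjusted p of 0.0869, 0.076 and 0.0749 in edgeR's test. Adjusted over the list alone, all 11 passed, which is not independent evidence because the study chose the list on these mice. With each mouse left out in turn, between 3 (without AL replicate 1) and 8 (without AL replicate 2) of the 11 had an adjusted p under 0.05 over all genes.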

Total RNA was extracted using QIAzol lysis reagent and TissueLyser LT (Qiagen). For increased purity, miRNeasy Mini Kits (Qiagen) with additional on-column DNase treatment were used. Concentration and quality of RNA was measured by Nanodrop One (Thermo Fisher Scientific, United States) and BioAnalyser 2,100 (Agilent, United States). RNA sequencing was performed with 4 of 6 AL and DR RNA samples selected on the basis of RNA quality (RIN values between 8.9 and 9.3). The TruSeq RNA Library prep kit V2 (Illumina) was used to capture poly(A) RNA from 500 ng total RNA. Subsequently cDNA was made to which single indexed adapters were ligated. To obtain enough material for sequencing a PCR of 13 cycles was performed. Product size was checked on the Labchip GX (Perkin Elmer) and concentrations were measured with picogreen (Invitrogen).

Paired-end sequencing of 2 × 150 bp was performed using the Illumina Hiseq 4,000 platform to obtain at least 15 GB per sample. Removal of sequence adaptors from sequence reads was performed using Trimmomatic (version 0.39). Trimmed reads were aligned to mouse reference genome (annotation: gencode.vM20.annotation.gtf; genome: GRCm38.p6.genome.fa) using STAR (version 2.7.0f). Read counts for each gene were obtained using FeatureCounts (as part of SubRead version 1.6.4). Next, *filterbyExpr* function of EdgeR (version 3.32.1) was used to filter out genes with very low count (average CPM value of 10 or less in both AL and DR groups). This is a common step used to decrease noise in the dataset, as genes with very low counts in deep sequencing are unlikely to be translated into proteins. At the same time, a small difference of counts between groups in lowly expressed genes, can result in large, but often misleading log-fold changes (Chen et al., 2016). Following this step, the genes with sufficiently large counts were TMM-normalized using EdgeR. Normalized genes were used for principal component analysis (PCA), which was performed using the *prcomp* function in R. Lastly, normalized gene counts were quantified, and log2-fold change (logFC) and false discovery rate (FDR) were calculated using EdgeR. All genes with FDR < 0.05 were designated differentially expressed genes (DEGs; Supplementary Table S1). We performed linear correlation analysis between individual sample values of DEGs and selected genes using R and GraphPad Prism software. Heatmaps showing z-scores of gene expression of individual samples were generated in R. All data files have been submitted to the NCBI gene expression omnibus (GEO number: GSE228418).

### Ingenuity pathway analysis (IPA) analysis, subcellular location annotation, and GSEA

Significantly changed pathways associated with differentially expressed genes (DEGs, Supplementary Table S1) were identified using Ingenuity Pathway Analysis (IPA, QIAgen; Supplementary Tables S2). The same program was used to annotate subcellular localizations of the DEGs (Supplementary Table S2).

Gene set enrichment analysis (GSEA) was performed with all expressed genes (19,006 genes, TMM > 0.02) using MSigDB software (GSEA version 3.0; Subramanian et al., 2005), and multiple gene set collections. We first tested gene sets from Hallmark (50 gene sets), KEGG (186 sets) and Reactome (1,654 sets) subsets human curated pathways, and all gene sets from the GO collections (10,532 sets, https://www.gsea-msigdb.org/gsea/msigdb/human/collections.jsp). We only report significant gene sets (*p* < 0.05) whose false discovery rate (FDR) was <0.25 (Supplementary Table S3). Additional gene sets investigated were selected from published datasets with cerebellar cell-specific genes (Rosenberg et al., 2018; Kozareva et al., 2021), neuronal activity-induced genes (Tyssowski et al., 2018), and circadian genes (Zhang et al., 2014). To define cerebellar cortex cell-specific gene sets based on the study of Kozareva et al. (2021), in which each cerebellar cell type is differentiated into multiple subtypes (e.g., 9 subclasses of Purkinje cells), we used different criteria for different cell types as outlined in Supplementary Table S4. For instance, for Purkinje cells we included genes that were found in at least 5 of 9 Purkinje cell subclasses, but were not expressed in other cells.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism Software (San Diego, CA, United States, version 9.5.1). Aggregated *p*-values, where the Fischer method is used to combine statistical values from individual GSEA tests were calculated using the *fisher* function in Rstudio (Version 1.3.1056).

## Results

We applied a 30% DR regimen that we previously have used in progeroid DNA repair-deficient mice starting with 10% restriction at the age of 7 weeks, 20% at 8 weeks, and 30% thereafter (Vermeij et al., 2016). We collected cerebellar tissue at 12 weeks, i.e., 4 weeks after DR onset when the effects of DR on body temperature and metabolic parameters are known to reach stability (Mitchell et al., 2015a). DR animals showed strongly reduced glucose and insulin blood concentrations, increased blood ketones, as well as reduced HDL, LDL and triglyceride blood levels compared to AL animals (Supplementary Figure S1). Body weight was reduced by approximately 30%, while brain weight was relatively preserved, consistent with previous studies (Mitchell et al., 2015b). 

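Poly(A) RNA from a part of the cerebellar cortex, without the cerebellar nuclei, of 4 AL mice and 4 DR mice aged 12 weeks was made into Illumina libraries and sequenced from both ends. The study chose these mice by RNA quality from a larger number on each diet. The authors trimmed the reads with Trimmomatic, aligned them with STAR to GRCm38.p6, counted them on the genes of GENCODE with FeatureCounts and deposited the counts of 54752 genes without normalization. Between 31712084 and 40798644 reads per AL mouse were counted on genes, with a median of 37042341. The DR mice had between 31749160 and 38430082 counts, with a median of 35448835. The totals of the 2 diets did not differ by more than the spread between mice (two-sided exact permutation test, p = 0.6). From these counts, genes with too few reads were removed with edgeR's filterByExpr at its defaults (minimum count 10, minimum total 15), which kept 19052 genes. TMM normalization gave factors between 0.991 and 1.02. DR was compared with AL by edgeR's quasi-likelihood test, with 4 mice in each group and no covariate, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. The biological coefficient of variation between mice of one diet was 0.0735. Library preparation did not keep the strand of the RNA, so reads of overlapping genes on opposite strands may not be separable, and reads of near-identical genes may be divided between them. The choice of test, of scaling and of the filter on low counts can each change the number of genes called.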

RNA-seq was performed using an Illumina platform and mapped to the mouse reference genome, yielding 19,906 transcripts. Principal component analysis showed a separation of DR and AL transcriptomes by a single component explaining 25% of the variance (Figure 1B). 

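Principal components were computed on log2 CPM of the 19052 genes, with a prior count of 2, centred and not scaled. The first component held 23.5% of the variance among the 8 mice. AL mice had scores of -15.6 ± 7.03 (SD, n = 4) and DR mice of 15.6 ± 4.78 (SD, n = 4). AL scores lay between -24.8 and -7.65 and DR scores between 8.94 and 19.6, so the groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The second component held 16.3% of the variance and did not separate the diets (exact permutation test, p = 0.714). The choice that moved this result most was the log transformation: on CPM without log, the first component held 42.5% of the variance and did not separate the diets (exact permutation test, p = 0.543).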

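Of the 19052 genes tested between the 4 DR and the 4 AL mice, 583 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 252 higher (43.2%) and 331 lower (56.8%) on DR. At an unadjusted p under 0.05 there were 3429 genes (18%). In 2073 genes (10.9%) every mouse of one diet lay on the same side of every mouse of the other, where chance gives 2.86%. Scaled by library size only, 565 genes were called, 57.0% of them higher and 43.0% lower, so the larger of the 2 groups changed with the scaling. Without the low-count filter 1258 genes were called, in a fit that assigned all genes at one expression level the same spread. With each mouse left out in turn, between 235 (without DR replicate 2) and 712 (without AL replicate 2) genes were called, and 178 of the 583 were called in all 8 of these fits. Among called genes with a mean of at least 1 CPM and no overlap between diets, the largest increases were those of Gm12840 (log2 fold change 2.13), Angptl4 (1.43), Cyp4f15 (1.34), Fbln5 (1.31) and Gpx3 (1.23). The largest decreases were those of 5430419D17Rik (-1.33), Tnc (-1.20), Egr4 (-1.16), 2900060N12Rik (-1.12) and Gm21541 (-1.03). Fbln5 (ENSMUSG00000021186.9, chromosome 12 of GRCm38.p6, 101746565 to 101819055), which encodes an extracellular matrix protein, was at 6.42 ± 1.02 CPM (SD, n = 4) on AL and 15.99 ± 2.13 CPM (SD, n = 4) on DR (standard error of the log2 fold change 0.12, adjusted p = 5.95e-05 in edgeR's test). Tnc (ENSMUSG00000028364.15, chromosome 4, 63959785 to 64047015), another matrix protein gene, was at 31.3 ± 3.74 CPM on AL and 13.6 ± 2.16 CPM on DR (SD, n = 4 each), with the same adjusted p from edgeR's test. Angptl4 (chromosome 17, 33773750 to 33781830) was at 2.21 ± 0.625 and 5.96 ± 0.46 CPM (SD, n = 4 each). 2900060N12Rik was called in 4 and Gm21541 in 7 of the fits with a mouse left out, and the reads of Gm21541 may be shared with the near-identical gene Ccl21b. In 5430419D17Rik, AL replicate 4, at 1.14 CPM, lay below the other AL mice, at 1.96 to 2.10 CPM.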

5% (944 of 19,006) of expressed genes displayed differential expression (FDR < 0.05), 48% and 52% showing increased (DR-up) versus reduced (DR-down) expression, respectively (Figure 1C, Supplementary Table S1). 

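Of the 583 called genes, 430 (73.8%) had an absolute log2 fold change from 0.15 to 0.5, 113 from 0.5 to 1 and 40 above 1. The smallest was 0.16 and the median 0.35. The log2 fold changes ran from -2.27 to 2.64. Of the 40 genes above 1, 20 had a mean below 1 CPM, which were all the called genes at that level. The median absolute log2 fold change was 1.44 in these 20 genes, 0.60 in the 127 called genes with a mean of 1 to 10 CPM and 0.31 in the 436 with a mean over 10 CPM. The share from 0.15 to 0.5 was 88.8% when only genes with a mean above 10 CPM in AL or DR were tested, and 56.8% without AL replicate 3. A gene with few counts can pass the threshold only with a large change, so its fold change is known less precisely than that of an abundant gene.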

Large fold changes (log_2_FC > 1) were rare and primarily occurred in DEGs with low mean expression values (TMM < 1; Figure 1D), while the majority of DEGs showed subtle expression changes in the range of 10%–40% (0.15 < Log_2_FC < 0.5, Figure 1D, Supplementary Table S1).

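Supplementary Table S2 gives the cellular location of the genes the paper calls, of which 934 were read here, against the 944 differentially expressed genes of the paper. Of these, 175 are listed at the plasma membrane, and 133 of the 175 were lower on DR. In edgeR's test 116 of the 175 were called, 90 lower and 26 higher, which is 77.6% lower (exact Clopper-Pearson 95% confidence interval 68.9 to 84.8%). The lower share was 59.7% (52.5 to 66.6%) among the 196 called genes of the cytoplasm, 48.9% (38.3 to 59.6%) among the 92 of the nucleus and 50.8% (37.9 to 63.6%) among the 63 of the extracellular space. The interval of the plasma membrane lay above these 3 intervals. The intervals treat genes as independent, which genes measured in the same mice are not. Within the plasma membrane, 17 of 18 called ion channels, 12 of 15 G-protein coupled receptors and 8 of 11 transmembrane receptors were lower on DR. With each mouse left out in turn, the lower share stayed between 74.6 and 82.4%.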

Gene ontology (GO) assessment of the DEGs revealed specific changes according to subcellular distribution with an increased relative abundance of DR-down DEGs in plasma membrane genes (76% down; Figure 1E), including ion channels, receptors and G-proteins (Figure 1F). Accordingly, Ingenuity pathway analysis (IPA) of DEGs identified neuronal signaling pathways, including calcium signaling and glutamate receptor signaling, and synaptic plasticity, among the top enriched pathways of down regulated genes by DR (Figure 2A; Supplementary Table S2). 

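The genes listed for each pathway are those the paper called in these same mice, so the following counts describe the re-fitted values and are not an enrichment test. Of the 20 genes listed for calcium signaling, 15 had an adjusted p under 0.05, 13 of them lower on DR. Of the 10 listed for glutamate receptor signaling, 8 were called, 6 lower and 2 higher. CREB signaling in neurons listed 40 genes, of which 28 were called, 23 lower and 5 higher. All 7 of the called genes of synaptic long term potentiation, from 8 listed, were lower, as were 14 of the 16 called from the 18 of synaptic long term depression. Over 28 pathways of Supplementary Table S2, the share of listed genes that were called had a median of 68.3%. Cacna1e (ENSMUSG00000004110.16, chromosome 1, 154390731 to 154884501), the pore subunit of a voltage-gated calcium channel, had a log2 fold change of -0.51 (standard error 0.05, adjusted p = 0.000163 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in every DR mouse than in every AL mouse. The NMDA receptor subunits Grin2b and Grin2a had log2 fold changes of -0.39 (adjusted p = 0.00208) and -0.19 (adjusted p = 0.0225) in edgeR's test, and Grin2a was called in 2 of the 8 fits with a mouse left out. From such enrichments among the DR-down genes, the paper identifies neuronal signaling as a process lowered by DR.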

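Of the 18 genes listed for the unfolded protein response, 17 were tested and 15 called, all 15 lower on DR, and all 7 genes listed for the endoplasmic reticulum stress pathway were called lower. Integrin signaling listed 9 genes, of which 7 were called, all lower. PI3K/AKT signaling had 8 genes called lower and 2 higher of 12 listed, and the superpathway of cholesterol biosynthesis 6 lower and 1 higher of 8. AMPK signaling had 5 called lower and 5 higher of 13. Among inflammatory pathways, neuroinflammation signaling had 8 called lower and 1 higher of 15, IL-8 signaling 6 lower and 3 higher of 14, and IL-1 signaling 2 lower and 2 higher of 7. Among chaperones, the ER genes Pdia4, Hyou1, Pdia3 and Pdia6 had log2 fold changes of -0.58, -0.36, -0.36 and -0.36, with adjusted p of 0.000487, 0.00411, 0.00211 and 0.00538 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Hspa1a (chromosome 17, 34969190 to 34972156) fell from 23.8 ± 6.50 to 10.8 ± 2.52 CPM (SD, n = 4 each), a log2 fold change of -1.15 (standard error 0.19, adjusted p = 0.00488 in edgeR's test). The adjacent Hspa1b had a log2 fold change of -1.13, and AL replicate 2, at 25.1 CPM, lay below the other AL mice, at 48.6 to 52.6 CPM. The 2 genes are near-identical and could share reads, and 19% of the exonic bases of Hspa1a overlap a gene on the opposite strand, so their separate values are uncertain. The value of Hsp90b1, one of the heat shock proteins plotted, is also uncertain, since overlapping genes cover 15.7% of its exonic bases. Hsph1 had a log2 fold change of -0.60 (adjusted p = 0.0107 in edgeR's test), and Hspa4l and Hspd1 did not pass the threshold, with adjusted p of 0.0554 and 0.0835.

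**Figure D1:**
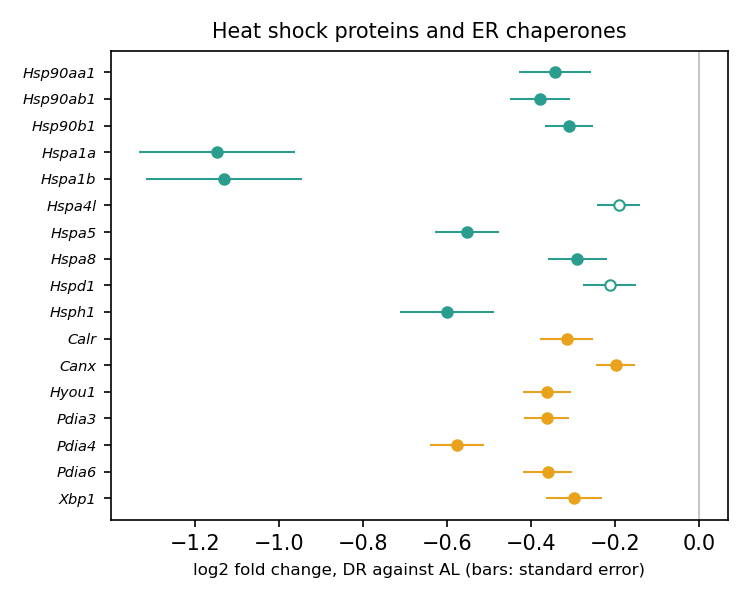
Log2 fold change of DR against AL for 10 heat shock proteins (green) and 7 ER chaperones (orange), from 4 mice per diet, with the standard error as bars. Filled points have an adjusted p under 0.05 in edgeR's test and open points do not. All 17 points lie below 0, from -1.15 for Hspa1a to -0.19 for Hspa4l.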

Down-regulated processes, further consisted of additional signaling pathways, including integrin signaling, nutrient-sensing, and inflammatory signaling, as well as protein folding and ER stress (Figure 2A; Supplementary Table S2). Upregulated pathways included NAD signaling and DNA repair pathways (Figure 2A; Supplementary Table S2).

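The NAD signaling pathway listed 10 genes, of which 9 were tested and 6 called, 4 higher and 2 lower on DR. Sirtuin signaling had 4 genes called higher and 2 lower of 12, and p53 signaling 3 higher and 1 lower of 5. Among repair pathways, nucleotide excision repair listed 6 genes, 5 of them higher on DR. The gene called was Top2a, which was lower (Top2a and E2f1 were named after their values were seen). Top2a was scarce, with a mean of 0.489 CPM on AL and 0.1 CPM on DR, so its fall says little about the pathway. Base excision repair listed 4 genes, 3 of them higher, and 2 were called, Mpg higher and E2f1 lower. Mpg (ENSMUSG00000020287.15, chromosome 11 of GRCm38.p6, 32226505 to 32232700), a DNA glycosylase, was at 8.91 ± 0.679 CPM (SD, n = 4) on AL and 11.5 ± 0.539 CPM (SD, n = 4) on DR, a log2 fold change of 0.37 (standard error 0.08, adjusted p = 0.0231 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 4 of the 8 fits with a mouse left out, and 35.7% of its exonic bases overlap Nprl3 on the opposite strand, so its value is uncertain.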

**Figure 2:**
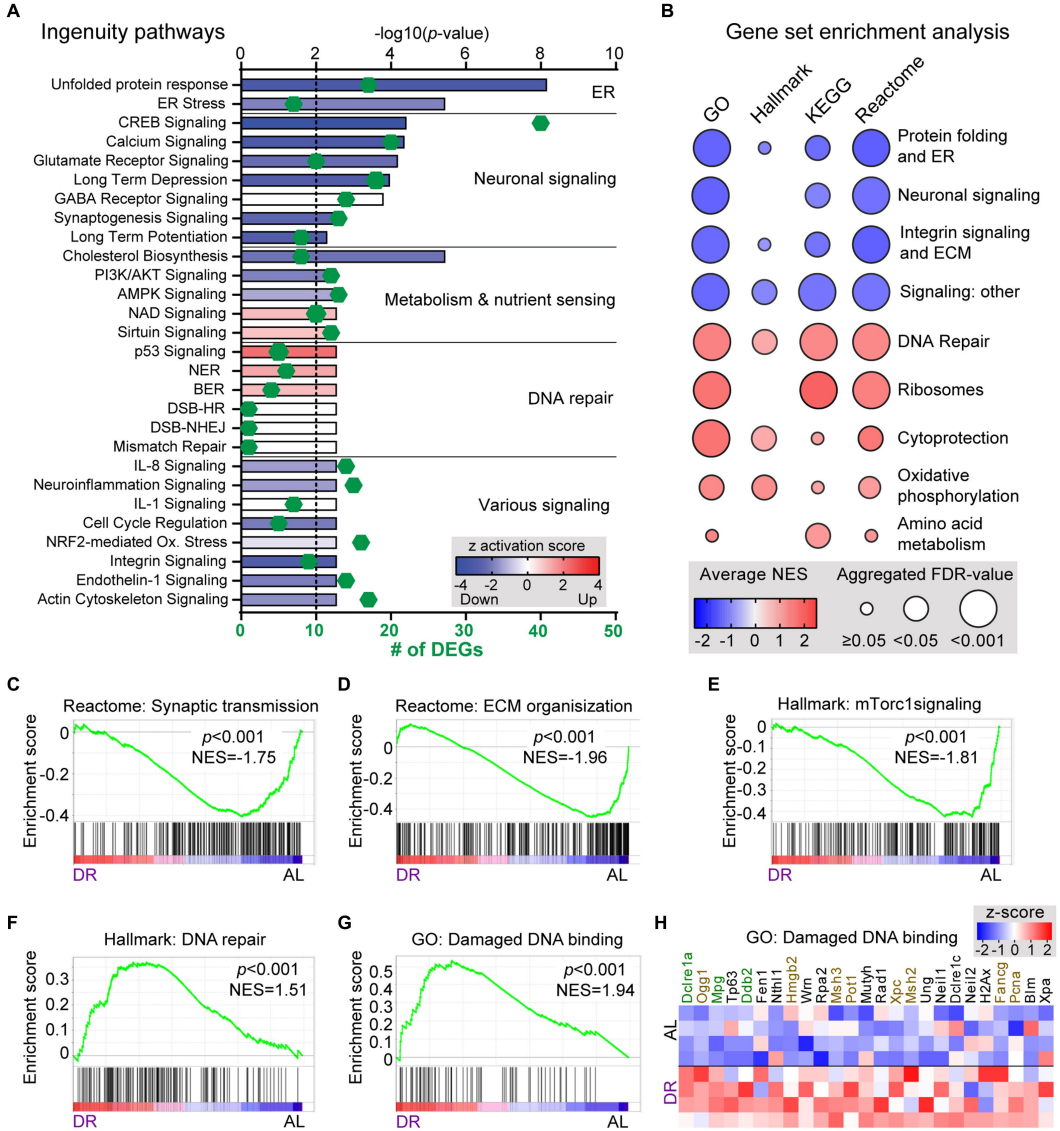
Pathway and GSEA analysis of the effect of DR on cerebellar transcriptome. **(A)** Selection of significantly altered pathways of DEGs as identified with Ingenuity Pathway Analysis. Length of bars indicate the −log_10_(*p*-value) with the dashed line at *p* = 0.01. Color of bars (*z*-score) indicates whether and to which degree pathways are up- (red) or down-regulated (blue). Green diamonds show the number of DEGs associated with the pathway. **(B)** Graph showing summary of results of gene set enrichment analysis (GSEA) with all gene sets from Hallmark, KEGG and Reactome canonical pathways, and Gene Ontology (GO) collections. The graph is based on gene sets with *p* < 0.05 and FDR < 0.25 categorized as outlined in Supplementary Table S3. **(C–E)** Exemplary GSEA graphs illustrating enrichment of down-regulated genes in gene sets associated with synaptic transmission **(C)**, extra cellular matrix **(D)**, and mTorc1 signaling **(E)** in DR cerebellar cortex. **(F–H)** GSEA graphs **(F,G)** and heat map [**(H)** with *z*-scores of genes of **(G)**] illustrating enrichment of up-regulated genes in gene sets associated with DNA repair pathways in DR cerebellum. In **(H)** genes in green and brown have FDR and *p* values <0.05, respectively.

To further define down- and upregulated processes in DR cerebellum we compared DR vs. AL gene expression of all genes using gene set enrichment analysis (GSEA; Subramanian et al., 2005) with all gene sets from Hallmark, KEGG and Reactome curated pathways, and GO collections (Figure 2B; Supplementary Table S3). 

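GSEA was not repeated here. In its place, 60 gene lists were tested with camera on the fit of edgeR, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. The lists were the 9 cell lists of Supplementary Table S4, mouse Reactome sets with names that the paper discusses, and lists compiled for this purpose, such as chaperones and repair genes. At an adjusted p under 0.05, 33 lists differed between the diets, 19 lower and 14 higher on DR. Of these 33, 23 also passed with fry, which asks whether a list's genes change at all. With the correlation between genes estimated from the 8 mice in place of the preset value, which moved this result most, 0 lists passed, and 16 had an unadjusted p under 0.05. The lowest p was that of the 23 ER chaperones, with a median log2 fold change of -0.27 (adjusted p = 1.37e-21 by camera and 0.0255 by fry). The mean of this list was 6.45 ± 0.129 log2 CPM (SD, n = 4) on AL and 6.19 ± 0.0849 (SD, n = 4) on DR (exact permutation test, p = 0.0571).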

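The 226 genes of the Reactome neuronal system set had a median log2 fold change of -0.05 between DR and AL (adjusted p = 0.000161 by camera, 0.0261 by fry). In the lists compiled here, glutamate receptors (25 genes) had a median of -0.09, voltage-gated calcium channels (24 genes) of -0.10 and GABA-A receptors (13 genes) of -0.11, with adjusted p of 5.82e-05, 6.97e-05 and 0.000304 by camera. In Reactome, the 201 genes of extracellular matrix organization had a median of -0.07 (adjusted p = 9.91e-05 by camera) and the 71 of integrin cell surface interactions of -0.09 (adjusted p = 3.95e-05). All 6 of these lists also passed with fry. Collagens (39 genes) did not pass (adjusted p = 0.0631). A compiled list of cholesterol biosynthesis (20 genes) had a median of -0.14 (adjusted p = 4.15e-07 by camera, and 0.00309 by fry). For nutrient sensing, the Reactome sets of signaling by insulin receptor (95 genes, adjusted p = 0.937) and of mTOR (27 genes, adjusted p = 0.674) did not pass with camera. With fry, the mTOR set passed in the direction of higher expression on DR (adjusted p = 0.0312). The mTorc1 set of the paper's Fig. 2E was not tested here and may hold other genes, so these values do not decide its result. The set of signaling by interleukins (87 genes) showed no shift beyond the spread of other genes (adjusted p = 0.464).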

Consistent with IPA pathway analysis of DEGs, gene sets showing overall reduced expression in DR were predominantly associated with nutrient-sensing, inflammatory, extracellular matrix, and neuronal signaling (Figures 2B–E and Supplementary Figures S2A–D; Supplementary Table S3). Since the global down-regulation of neuronal signaling pathways may be associated with reduced neuronal activity, we also performed GSEA with gene sets activated by neuronal activity (Tyssowski et al., 2018). This analysis showed reduced expression of neuronal-activity regulated genes in DR cerebellum, consistent with attenuated neuronal activity (Supplementary Figure S2F). 

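A list of 31 immediate early genes, which neurons switch on when active, stood in for the published sets of activity-regulated genes, which were not used here. Its median log2 fold change on DR was -0.11 (adjusted p = 0.000421 by camera and 0.159 by fry). In edgeR's test 3 of the genes were called lower, and at an unadjusted p under 0.05 12 were lower and 1 higher. The mean of the list was 3.69 ± 0.181 log2 CPM (SD, n = 4) on AL and 3.52 ± 0.0743 (SD, n = 4) on DR. This difference did not pass 0.05 (two-sided exact permutation test, p = 0.114). AL replicate 2, at 3.42 log2 CPM, lay below the other AL mice, at 3.76 to 3.81, and without it the adjusted p by camera was 1.03e-12. From the reduced expression of activity-regulated genes, the paper proposes that neuronal activity is attenuated on DR.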

Gene sets with increased expression in DR predominantly consisted of ribosomal genes, DNA repair genes, and gene sets associated with cytoprotective pathways (Figures 2B,F–H, Supplementary Figure S2G,H; Supplementary Table S3). 

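The 81 ribosomal protein genes had a median log2 fold change of 0.11 on DR (adjusted p = 5.27e-09 by camera and 0.186 by fry). Of these, 77 were higher and 4 lower; 0 were called by edgeR's test, and 29 were higher at an unadjusted p under 0.05. The mean of the list was 6.13 ± 0.0907 log2 CPM (SD, n = 4) on AL and 6.22 ± 0.0754 (SD, n = 4) on DR. This difference did not pass 0.05 (two-sided exact permutation test, p = 0.171). AL replicate 2, at 5.99 log2 CPM, lay below the other AL mice, at 6.16 to 6.18, and without it the adjusted p by camera was 0.00154. Among the 35 ways to divide the 8 mice into 2 groups of 4, 13 gave as small a camera p for this list. The 77 mitochondrial ribosomal proteins had a median of 0.05 (adjusted p = 0.0293 by camera, 0.464 by fry). Among cytoprotective genes, 30 antioxidant enzymes had a median of 0.03 (adjusted p = 0.0375 by camera, 0.202 by fry), with 2 called higher.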

Top enriched DNA repair gene sets included base excision repair, interstrand crosslink repair and mismatch repair pathways, as well as processes like DNA damage recognition and binding (Figures 2F–H, Supplementary Figure S2G; Supplementary Table S3). 

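The lists of base excision repair (32 genes), mismatch repair (23 genes) and interstrand crosslink repair (34 genes) had median log2 fold changes of 0.11, 0.05 and 0.13 on DR. Their adjusted p were 0.00347, 0.00133 and 0.00091 by camera, and 0.00148, 0.00148 and 0.00324 by fry. In each of the 3 lists 2 genes were called higher and 0 lower by edgeR's test, and at an unadjusted p under 0.05 there were 9 higher and 1 lower, 8 higher and 0 lower, and 10 higher and 3 lower. The means of all 3 lists were higher on DR. The exact permutation test gave p = 0.0286 for base excision and for mismatch repair, and p = 0.0571 for interstrand crosslink repair. The mean of the last list rose from 3.274 ± 0.0414 to 3.382 ± 0.0351 log2 CPM (SD, n = 4 each), which is more than either SD. In the interstrand crosslink list AL replicate 2, at 3.34 log2 CPM, lay above the other AL mice, at 3.25 to 3.26. Nucleotide excision repair (35 genes) had an adjusted p of 0.0177 by camera and 0.00148 by fry. Homologous recombination (26 genes) did not pass by camera (adjusted p = 0.0758) but did by fry (0.0312). All 25 genes that Fig. 2H lists for damaged DNA binding were higher on DR, with log2 fold changes from 0.12 to 0.53; 2 were called over all genes, Dclre1a and Mpg. Adjusted over the list alone, 7 passed, which is not independent evidence because the study chose the list on these mice. Without AL replicate 3, 0 of the 25 were called over all genes and 10 had an unadjusted p under 0.05. Dclre1a (chromosome 19, 56529167 to 56548222) rose from 6.25 ± 0.332 to 8.26 ± 0.62 CPM (SD, n = 4 each), a log2 fold change of 0.40 (standard error 0.09, adjusted p = 0.0288 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Overlapping genes cover 84.2% of the exonic bases of Fen1, 23.8% of Ddb2, 10.6% of Ogg1 and 10.2% of H2afx, so these values are uncertain.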

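Glycolysis (17 genes) had an adjusted p of 0.937 by camera between DR and AL, the citric acid cycle (22 genes) of 0.767 and Reactome fatty acid beta-oxidation (15 genes) of 0.133. The 74 subunits of oxidative phosphorylation had a median log2 fold change of 0.07 (adjusted p = 0.00183 by camera, 0.399 by fry), with 63 higher on DR, 0 called by edgeR's test and 5 higher at an unadjusted p under 0.05. The difference in the mean of this list was within the spread between mice (two-sided exact permutation test, p = 0.371). With the trend in gene length removed from each mouse's values the adjusted p was 0.127, and without AL replicate 2 it was 0.391. Among the 35 divisions of the 8 mice into groups of 4, 16 gave as small a camera p. In amino acid metabolism, 27 genes of branched-chain amino acid degradation had a median of 0.09 (adjusted p = 0.00133 by camera, 0.0125 by fry), with 3 called higher, while the Reactome set of amino acid metabolism (154 genes) did not shift (adjusted p = 0.867).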

Finally, GSEA analysis indicated that gene sets of metabolic pathways were relatively unaffected by DR, except for mild upregulation of some gene sets associated with oxidative phosphorylation and amino acid metabolism (Figure 2B; Supplementary Figure S2; Supplementary Table S3).

Many DR-down DEGs associated with neuronal signaling, including Abdh2, Atp2a3, Baiap2, Car8, Grid2, Itpr1, Prkg1, Ryr1, Shank2, Shisha6, and Trpc3, are preferentially expressed in Purkinje cells. 

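All 11 genes of this group were lower on DR, with log2 fold changes from -0.36 to -0.10. Atp2a3, Car8, Ryr1 and Shank2 were among those called in edgeR's test over all genes. Adjusted over the list alone, all 11 passed, which is not independent evidence because the study chose the list on these mice. Ryr1 (ENSMUSG00000030592.18, chromosome 7 of GRCm38.p6, 29003344 to 29125179), a calcium release channel, was at 133 ± 6.70 CPM (SD, n = 4) on AL and 104 ± 12.5 CPM (SD, n = 4) on DR, a log2 fold change of -0.36 (standard error 0.07, adjusted p = 0.0129 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was called in 7 of the 8 fits with a mouse left out, and had an adjusted p of 0.0512 in the fit without AL replicate 3. Car8 (chromosome 4, 8143362 to 8239041) fell from 1156 ± 34.8 to 975 ± 82.6 CPM (SD, n = 4 each), a log2 fold change of -0.25 (adjusted p = 0.0327 in edgeR's test), and was called in 3 of these fits, with adjusted p up to 0.108 (without AL replicate 3). Itpr1 was at 4404 ± 169 CPM on AL and 3779 ± 392.2 CPM on DR (SD, n = 4 each), a log2 fold change of -0.22. Baiap2, Shisa6, Prkg1 and Abhd2 had adjusted p of 0.0608, 0.0657, 0.151 and 0.245 in edgeR's test. With each mouse left out in turn, between 1 (without AL replicate 3) and 10 (without DR replicate 4) of the 11 were called.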

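Of the 49 Purkinje cell genes listed by Rosenberg et al., 45 were lower on DR, with a median log2 fold change of -0.15 (adjusted p = 8.89e-14 by camera, 0.0312 by fry). In edgeR's test over all genes 9 were called lower and 0 higher, and at an unadjusted p under 0.05 29 were lower and 2 higher. With p adjusted over the list alone, 23 were lower and 2 higher. The mean of the list was 6.10 ± 0.048 log2 CPM (SD, n = 4) on AL and 5.94 ± 0.068 (SD, n = 4) on DR, and every DR mouse lay below every AL mouse (two-sided exact permutation test, p = 0.0286). Of the 402 Purkinje cell genes drawn from Kozareva et al., 288 were lower, with a median of -0.07 (adjusted p = 5.72e-07 by camera, 0.0326 by fry), and 27 were called lower and 4 higher. When p was adjusted over the list alone, 55 were lower and 12 higher. Its mean was 4.46 ± 0.032 log2 CPM on AL and 4.39 ± 0.0363 on DR (SD, n = 4 each, exact permutation test, p = 0.0571). Of the 35 divisions of the 8 mice into groups of 4, 2 gave as small a camera p for the first list and 3 for the second. Molecular layer interneuron genes of Rosenberg et al. (49 genes), another class of inhibitory neuron, had a median of -0.07 (adjusted p = 7.24e-05 by camera, 0.0341 by fry).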

Further analysis of changes in Purkinje cells using GSEA analysis with Purkinje cell-specific gene lists (Rosenberg et al., 2018; Kozareva et al., 2021) indicated a preferential down-regulation of Purkinje cell genes by DR (Figures 3A–D; Supplementary Table S4). Instead, no enrichment of up or down genes were observed in granule cells, representing another major class of neurons in the cerebellar cortex (Figures 3E–G), while variable changes were observed with gene sets associated with glia cells (Figures 3H,I; Supplementary Figure S4). Thus GSEA analysis with cell-specific gene sets indicates that DR differentially impacts on Purkinje cells as compared to granule cells causing a preferential down-regulation of Purkinje cell-specific genes. 

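The 49 granule cell genes of Rosenberg et al. had a median log2 fold change of -0.02 (adjusted p = 0.133 by camera), with 0 called by edgeR's test, and 11 lower and 5 higher at an unadjusted p under 0.05. The 41 of Kozareva et al. had a median of 0.02 (adjusted p = 0.852), with 0 called, and 4 lower and 6 higher at an unadjusted p under 0.05. The camera direction of the second list was lower without AL replicate 3 (adjusted p = 0.939) and without DR replicate 2 (0.921). Among glia, Bergmann glia genes (153) had a median of -0.03 (adjusted p = 0.023 by camera, 0.00836 by fry) and oligodendrocyte genes (166) of -0.03 (adjusted p = 0.044 by camera, 0.495 by fry). For oligodendrocytes the list means did not differ by more than the spread between mice (two-sided exact permutation test, p = 0.486), and without AL replicate 2 the adjusted p by camera was 0.729. Astrocyte (354 genes) and microglia (351 genes) lists did not pass (adjusted p = 0.464 and 0.538), though 14 astrocyte genes were called higher and 16 lower.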

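To test the difference between the cell types itself, the mean of the granule list was subtracted from that of the Purkinje list in each mouse. With the lists of Rosenberg et al., this difference was -0.13 on DR relative to AL on the log2 scale, against standard deviations of 0.07 among AL and 0.08 among DR mice (n = 4 each, two-sided exact permutation test over the 70 labelled divisions, p = 0.0571). With those of Kozareva et al. it was -0.08, against 0.06 and 0.05 (n = 4 each, exact permutation test, p = 0.114). Neither difference passed 0.05 in this comparison without a covariate. With the trend in gene length removed, the first was -0.15 (exact permutation test, p = 0.0286), as it was -0.16 without DR replicate 4 (p = 0.0286). Across the fits that each left out a mouse, the differences ran from -0.16 to -0.10 and from -0.11 to -0.06. From the enrichment of DR-down genes in the Purkinje lists and its absence in the granule lists, the paper concludes that DR acts differently on these cell types.

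**Figure D2:**
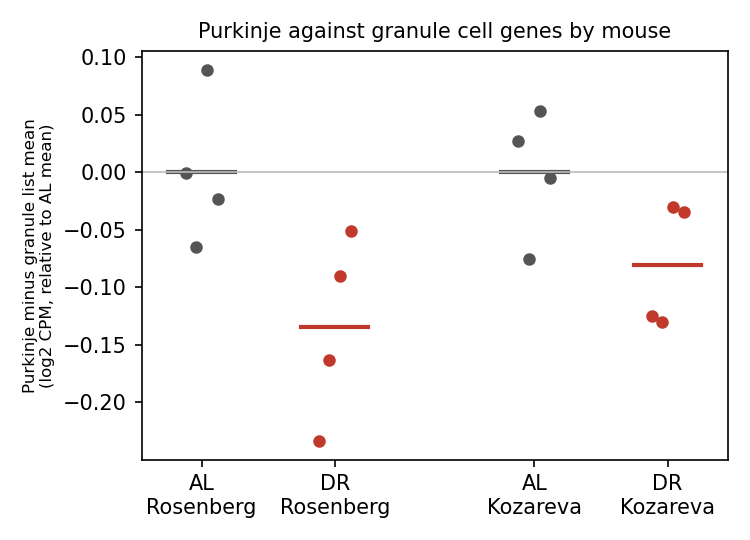
Mean log2 CPM of the Purkinje list minus that of the granule list in each mouse, relative to the AL mean, for the lists of Rosenberg et al. (left) and Kozareva et al. (right). Points are mice and lines are the means of 4. With the lists of Rosenberg et al. AL mice lie between -0.07 and 0.09 and DR mice between -0.23 and -0.05, so the groups overlap by 1 DR mouse.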

Analysis of cell-specific gene sets further enabled to identify cell-specific pathways in glia cells altered by DR, including altered myelin regulation (Hhip, Plp1, Gpr37, Prox1, Hcn2, and Fth1) in oligodendrocytes (Figures 3H,I), and altered Shh signaling (Gli1, Ptch1, Ptch2, Trib2, and Bcl6) in Bergman glia cells (Supplementary Figure S4).

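Among the oligodendrocyte genes, Hhip, Gpr37 and Hcn2 were called lower on DR by edgeR's test over all genes. Prox1 was lower and Fth1 higher, with adjusted p of 0.0656 and 0.0542 in that test. Hhip (chromosome 8, 79965851 to 80058006), an inhibitor of hedgehog ligands, fell from 6.84 ± 1.11 to 4.22 ± 0.578 CPM (SD, n = 4 each), a log2 fold change of -0.70 (standard error 0.14, adjusted p = 0.0128 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in all 8 fits with a mouse left out. Gpr37 (chromosome 6, 25665878 to 25690729), a G protein-coupled receptor, fell from 25.6 ± 1.39 to 20.6 ± 1.39 CPM (SD, n = 4 each), a log2 fold change of -0.31 (adjusted p = 0.0206 in edgeR's test), and was called in 4 of the 8, with adjusted p up to 0.0695 (without AL replicate 4). Among the Shh genes, Ptch1 was called lower and Bcl6 higher. Ptch1 fell from 292 ± 7.69 to 255 ± 13.3 CPM (SD, n = 4 each), a log2 fold change of -0.20 (adjusted p = 0.0321 in edgeR's test), and Bcl6 rose from 135 ± 18.4 to 185 ± 27.0 CPM (SD, n = 4 each), a log2 fold change of 0.45 (adjusted p = 0.0234). Trib2 and Gli1 had adjusted p of 0.0589 and 0.0668 in edgeR's test. All 6 and all 5 passed when p was adjusted over the list alone, which is not independent evidence because the study chose both lists on these mice. Without AL replicate 4, 1 of the 6 oligodendrocyte genes was called over all genes, and without AL replicate 3, 0 of the 5 Shh genes were, with 5 at an unadjusted p under 0.05.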

**Figure 3:**
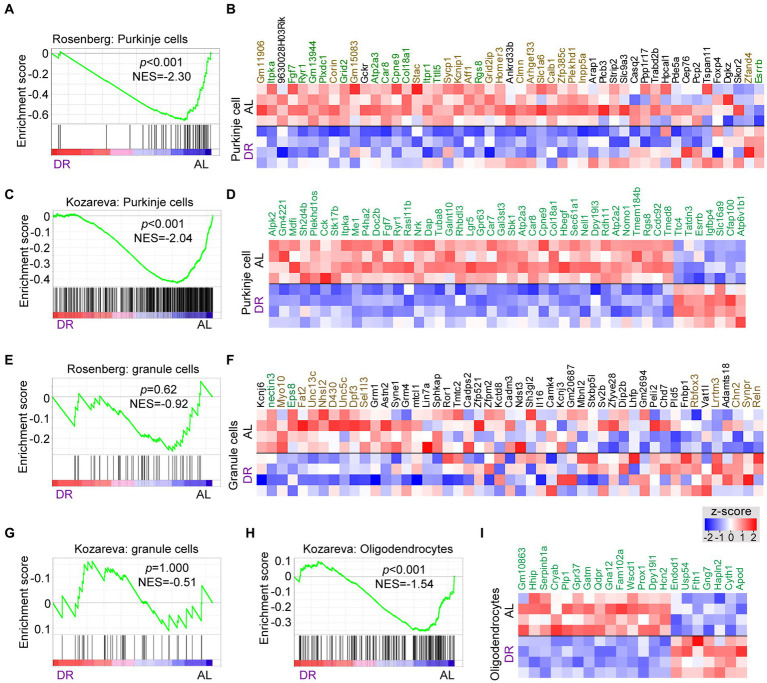
Cell specific effects of DR in cerebellum. GSEA graphs and heat maps gene sets specifically expressed in Purkinje cells **(A–D)**, granule cells **(E–G)** and oligodendrocytes **(H–I)**, based on gene lists from Rosenberg et al. (2018) and Kozareva et al. (2021) (see Supplementary Table S4 for gene sets). Heat maps in **(D)** and **(I)** only show differentially expressed genes (DEGs, in green), while the heat maps in **(B)** and **(F)** shows all genes of the Rosenberg Purkinje and granule cell lists, with genes in green and brown showing FDR < 0.05 and *p* < 0.05, respectively, in DR versus AL comparison. Note, enrichment of down-regulated genes (*p* < 0.01) in gene sets associated with Purkinje cells **(A,C)** and oligodendrocytes **(H)**, while no specific enrichments occur in granule cell gene sets.

Since DR may affect circadian physiology and metabolism, and have tissue-specific effects on circadian gene expression (Speakman and Mitchell, 2011; Greco and Sassone-Corsi, 2019; Acosta-Rodriguez et al., 2022), we looked at the effect of DR on a list of 220 cerebellar circadian genes from the CircaDB database (http://circadb.hogeneschlab.org/; Zhang et al., 2014). A subset of these (26 of 220) were DEGs, most of which (17 of 26) were DR-down DEGs with peak phases both in the dark and the light period (Figures 4A,B). Instead, the DR-up circadian DEGs (9 of 26) predominantly have a peak phase in the dark (Figure 4B). Also, GSEA analysis indicated a trend of reduced expression of circadian genes in DR cerebellum (Figure 4C). 

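Of the 26 circadian genes in Fig. 4A, all 26 changed in the direction shown there, and 19 were called over all genes by edgeR's test, 12 lower and 7 higher on DR. There were 17 lower and 9 higher with p adjusted over the list alone, which is not independent evidence because the study chose the list on these mice. The log2 fold changes ran from -0.58 to -0.19 among the genes lower on DR and from 0.22 to 0.70 among those higher. Fabp7 had a log2 fold change of -0.58 (adjusted p = 0.0284 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, called in 4 of 8 fits with a mouse left out) and Folh1 of 0.70 (adjusted p = 0.000501, called in all 8). The genes that did not pass were Nr1d1, Vcan, Actg1, Eps8 and Hspa4l among the lower and Ttll3 and Nudt17 among the higher. Overlapping genes cover 17% of the exonic bases of Cryab, 47% of those of Phyhd1 and 15.7% of those of Hsp90b1, so their values are uncertain. With each mouse left out in turn, between 10 (without DR replicate 2) and 19 of the 26 were called.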

DR down DEGs included negative feedback loop factors (Nr1d1, Per1, and Per2) of the core clock genes, while the key positive regulators Arntl (Bmal1) and Clock showed no differential expression in DR cerebellum. 

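Per2 (ENSMUSG00000055866.9, chromosome 1 of GRCm38.p6, 91415982 to 91459324) was at 151 ± 16.8 CPM (SD, n = 4) on AL and 116 ± 16.5 CPM (SD, n = 4) on DR, a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.0406 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called in 2 of 8 fits with a mouse left out. Nr1d1 (chromosome 11, 98767932 to 98775333) was at 133 ± 20.8 and 97.2 ± 26.6 CPM (SD, n = 4 each), a log2 fold change of -0.45 (standard error 0.14, adjusted p = 0.108 in the same edgeR test). Per1 (chromosome 11, 69095217 to 69109960) was at 207 ± 19.7 and 173 ± 20.0 CPM (SD, n = 4 each), a log2 fold change of -0.26 (standard error 0.08, adjusted p = 0.0922 in that edgeR test), and every DR mouse lay below every AL mouse. With edgeR's exact test in place of the quasi-likelihood test, Nr1d1 and Per1 passed (adjusted p = 0.0438 and 0.0418). Both also passed with the replicate number as a block in the fit, though what a number marks is not known. With DESeq2's Wald test Per1 passed (adjusted p = 0.033) and Nr1d1 did not (0.254). Of 12 alternative settings that kept all mice, Nr1d1 passed in 5 and Per1 in 6. Arntl was at 36.3 ± 3.25 CPM on AL and 36.4 ± 3.95 CPM on DR (SD, n = 4 each), a log2 fold change of 0.01 (adjusted p = 0.979 in edgeR's test), whose sign changed in 4 of the fits with a mouse left out. Clock was at 109.7 ± 2.90 and 112 ± 5.70 CPM (SD, n = 4 each), a log2 fold change of 0.03 (adjusted p = 0.777 in edgeR's test).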

Interestingly, plotting of core clock gene expression values of individual samples against dissection time, revealed gene-dependent upward (Arntl, Clock, and Cry1) or downward (Nr1d1, Dbp, and Per2) changes in expression throughout the dissection time window (Figures 4D,E). These changes in time were consistent with expected directionality based on documented oscillation phases of cerebellar core clock genes (Figure 4F; Zhang et al., 2014), and support the notion that our DR procedure does not have a major effect on the phase of core clock genes as previously documented (Mendoza et al., 2010; Acosta-Rodriguez et al., 2022), and unlike other feeding schemes such as food delivery halfway the light period (Mendoza et al., 2010; Acosta-Rodriguez et al., 2022). Importantly, the analysis of core clock gene expression of individual samples also indicates that the variability between samples from the same treatment groups embodies biological meaningful information. 

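The squared correlation r² of each of the 583 called genes with a reference gene was computed over the 8 mice on CPM. Its median was 0.317 for Nr1d1, with quartiles of 0.183 and 0.483, 0.402 for Per1 and 0.504 for Per2. AL and DR mice do not overlap in 538 of the 583 called genes, so these pooled values hold the difference between the diets as well as the variation among mice of one diet. With the mean of each diet subtracted from every gene, the median r² was 0.155 for Nr1d1, 0.0842 for Per1 and 0.0919 for Per2. The difference between diets made up 42.8%, 49.3% and 59.3% of the variance of these 3 genes. Over all genes tested in place of the called ones, the pooled medians were 0.104, 0.113 and 0.127, and without DR replicate 1 the pooled median of the called genes was 0.63 for Nr1d1.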

Linear correlation analysis of individual sample values suggested relatively poor correlations between expression of differentially expressed core clock genes (Nr1d, Per1, Per2) and other DEGs (Figures 4G,H). Instead, expression of many DEGs showed a better linear correlation with Cirbp mRNA, a hypothermia-induced factor that showed increased expression in DR cerebellum (Figures 4G,H). For instance, DR-down heat shock proteins and ER chaperones showed a strong negative correlation with Cirbp mRNA levels (Figures 4G–I), indicating that these changes in molecular chaperone expression may reflect changes in body temperature triggered by DR (Mitchell et al., 2015a; Guijas et al., 2020), and further illustrating that the variability between samples in our RNAseq dataset may embody biological meaningful information.

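Cirbp (ENSMUSG00000045193.13, chromosome 10 of GRCm38.p6, 80165985 to 80172786), which encodes the cold-inducible RNA-binding protein, was at 69.0 ± 10.3 CPM (SD, n = 4) on AL and 103 ± 6.66 CPM (SD, n = 4) on DR, a log2 fold change of 0.57 (standard error 0.08, adjusted p = 0.00198 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every DR mouse lay above every AL mouse, and the gene was called in all 8 fits with a mouse left out. The median r² of the called genes with Cirbp was 0.715 over the 8 mice, and 0.172 once the mean of each diet was subtracted. For Calr, an ER chaperone, the medians were 0.625 and 0.158. The difference between diets made up 83.5% of the variance of Cirbp, and 119 of the 583 called genes had a higher pooled median than Cirbp when each was taken as the reference. Within diets, 3 of the 583 had a higher median.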

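Because AL and DR form separate groups in Cirbp, correlations of single genes were computed within diets, with exact permutation of the mice inside each diet. All 10 heat shock proteins and all 7 ER chaperones of Fig. 4I fell as Cirbp rose within diets, with a median r of -0.804 (from -0.905 to -0.524) and of -0.663 (from -0.879 to -0.292). For Hspa8, r was -0.905 (n = 8, exact permutation test, p = 0.00868) and Spearman's rho -0.929 (exact p = 0.0104), and without the 2 mice farthest from the median of Cirbp r was -0.76. For Calr, r was -0.879 (n = 8, exact p = 0.0156) and rho -0.857 (exact p = 0.0191), and r was -0.775 without those 2 mice. These were the strongest of each list: without the 2 mice the median r with Cirbp was -0.615 for the heat shock proteins (from -0.76 to -0.0667 for Hspa1a) and -0.393 for the ER chaperones (from -0.775 to 0.283 for Hyou1), so for part of the genes the relation rests on these mice. Among 100 gene pairs in this family, 0 had an adjusted p under 0.05, and 5 of the heat shock proteins and 3 of the ER chaperones had an unadjusted p under 0.05 with Cirbp. The adjusted p was 0.273 for both Hspa8 and Calr. With Per2 the median r within diets was 0.543 for the heat shock proteins and 0.647 for the ER chaperones, and -0.221 and -0.104 without the 2 mice farthest from the median of Per2, with 6 of the 10 and 4 of the 7 then negative, so these relations rest on those mice. With Nr1d1 the medians were -0.319 and -0.137, and -0.913 and -0.885 without the 2 mice farthest from its own median. Among the 8 glutamate receptor subunits and adaptors 4 fell with Cirbp, with a median r of -0.076, which was 0.27 without the 2 mice left out for Cirbp. From the negative correlation of chaperones with Cirbp mRNA, the paper proposes that these changes reflect a lower body temperature on DR.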

**Figure 4:**
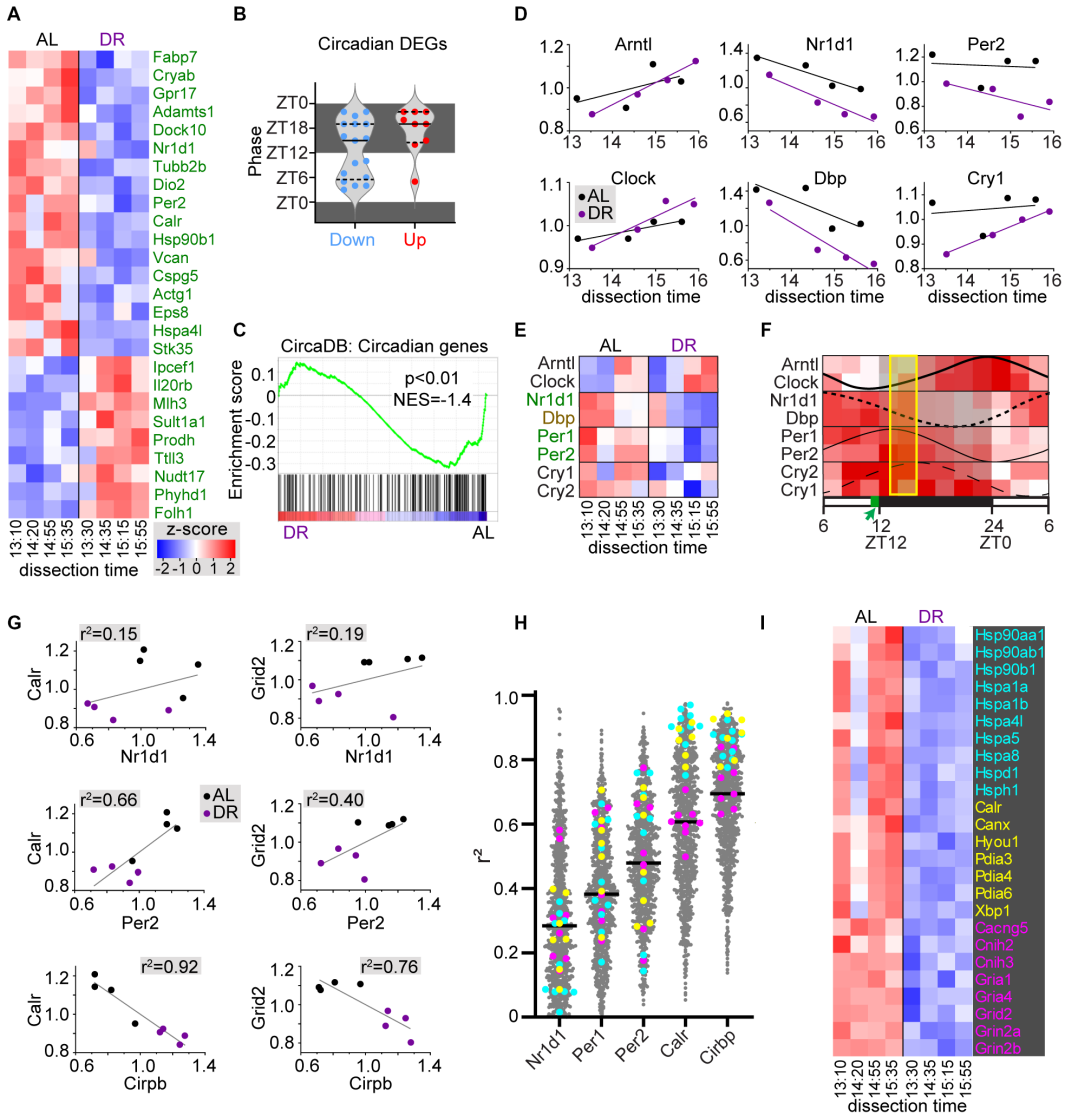
DR induces changes in circadian cerebellar genes and heat shock chaperones. **(A,B)** Heatmap **(A)** and bar graph with peak phases **(B)** of differentially expressed circadian genes in DR versus AL cerebellar cortex. Dissection time [x-axis in **(A)**] is indicated as zeitgeber time (ZT). **(C)** GSEA plot of cerebellar circadian genes (i.e., genes from CircaDB mouse cerebellar database with JTK *q*-value < 0.05) in DR versus AL cerebellar cortex. **(D–F)** x-y plots **(D)** and heat map **(E)** of core clock genes expression related to time of dissection show that changes in core clock gene expression throughout the dissection period in both AL and DR cerebellum are consistent with oscillation phases of core clock gene expression in cerebellum as illustrated in panel **(F)** that is based on Supplementary Figure S5 of Zhang et al. (2014). Genes in green and brown have FDR < 0.05 and *p* < 0.05, respectively in DR versus AL comparison. The yellow box in **(F)** indicate the period of dissection (ZT13–ZT16), and the green box in the time bar indicates the time of daily food delivery to DR animals. **(G)** x-y plots with linear correlation lines **(G)** illustrate a poor correlation between sample values of 2 exemplary DEGs (Calr and Grid2) and differentially expressed core clock genes Nr1d1 and Per2. Instead, Calr values show a strong negative correlation with the hypothermia-induced factor Cirbp that shows increased expression in DR cerebellum. Further linear correlation analysis of all DEGs [grey dots in **(H)**] versus differentially expressed core clock genes and Cirbp, indicates stronger correlations with Cirbp compared than with Nr1d1, Per1, and Per2, in particular for all differentially expressed heat shock proteins [cyan in **(H,I)**], and ER chaperones [yellow in **(H,I)**]. Genes in pink in **(H,I)** are glutamate receptor subunits and adaptors.

## Discussion

In this study we show that a classical 30% DR protocol with strong anti-aging effects and neuroprotection in multiple neurodegenerative models, including models with cerebellar pathology (Speakman and Mitchell, 2011; Cunha-Santos et al., 2016; Vermeij et al., 2016; Xie et al., 2020; Acosta-Rodriguez et al., 2022; Birkisdóttir et al., 2023), does have a distinct and important effect on gene expression in cerebellar cortex, with about 5% of the expressed genes showing differential expression compared to AL-fed control mice. The far majority of DEGs showed relatively small expression changes in the range of 10–40% increased or reduced expression, which may explain why no consistent gene expression changes have been observed in DR cerebellum in previous microarray experiments (Xu et al., 2007; Swindell, 2009) with reduced sensitivity compared to the deep sequencing approach of our study. The overall picture that emerges from the DR-induced gene expression changes is a mild shift from physiology towards maintenance and repair (Finkel, 2015; Vermeij et al., 2016). Thus, a considerable proportion of down-regulated genes are involved in neuronal signaling, while many upregulated genes are linked to cytoprotective mechanisms, including DNA repair. Upregulation of cytoprotective and DNA repair pathways is consistent with data from other brain areas and tissues (Xu et al., 2007; Swindell, 2009; Plank et al., 2012; Barger et al., 2017; Ma et al., 2020; Wahl and LaRocca, 2021), and can be mechanistically linked to the neuroprotective effect of DR in cerebellar neurodegeneration mouse models (Cunha-Santos et al., 2016; Birkisdottir et al., 2021; Birkisdóttir et al., 2023). Upregulation of DNA repair pathways, for instance, may reduce the accumulation DNA damage in aging (Heydari et al., 2007; Van Houten et al., 2018), and contribute to the strong beneficial effect of DR in DNA-repair-deficient accelerated aging mouse models (Vermeij et al., 2016; Birkisdottir et al., 2021; Birkisdóttir et al., 2023).

The nervous system requires continuous supply of glucose and oxygen, and has limited opportunities to save energy, which results in reallocation of energy from other tissues to the brain in condition of scarcity (Harris et al., 2012; Dienel, 2019; Padamsey and Rochefort, 2023). Brain energy consumption may be reducing by reducing body temperature and physical activity, by modulating sleep, and, in mice, by inducing torpor, a state in which whole-body metabolism and neuronal activity is substantially reduced (Speakman and Mitchell, 2011; Sonntag and Arendt, 2019; Padamsey and Rochefort, 2023). Interestingly, recently it has been found that circuitries in neocortex in conditions of food restriction can adapt their properties, and reduce their energy demand via a leptin-dependent mechanism and involving adaptation of AMPA-receptor signaling (Padamsey et al., 2022). The reduced expression in synaptic and neuron signaling genes as we observed in DR cerebellum may reflect a similar adaptation to reduce energy consumption. Interestingly, reduced synaptic gene expression predicts a longer lifespan among healthy aging individuals (Zullo et al., 2019), raising the possibility that adapting neuronal excitation and synaptic function may be one of the mechanisms by which DR exerts its anti-aging and neuroprotective effects (Aron et al., 2022). Our data indicate that a large proportion of down-regulated neuronal signaling genes is expressed by Purkinje cells, representing large continuously firing neurons. Interestingly, Purkinje cells can be grouped in different subtypes with distinct firing properties coupled to differences in metabolic and signaling gene expression, and differences in disease vulnerabilities (Cerminara et al., 2015). The precise impact, of DR on firing properties and gene expression of these Purkinje cell subtypes remains to be determined in future studies.

Our demonstration that DR indeed significantly alters the cerebellar transcriptome, provides a starting point for further analyses of cerebellar changes triggered by DR. In this study we examined young adult male C57BL6J/FVB F1 hybrid mice at a single time window of the diurnal cycle. Thus, our findings remain to be examined in cohorts with female mice, with mice with different genetic background, and with old mice (Acosta-Rodriguez et al., 2022; Mitchell and Mitchell, 2022). Furthermore, analysis of gene expression at multiple diurnal time points, may provide a dynamic picture of DR induced transcriptome changes throughout the day, and could expose how transcriptome changes relate to DR-induced diurnal changes in metabolism, body temperature, as well as sleeping and physical activity patterns (Nelson and Halberg, 1986; Speakman and Mitchell, 2011; Greco and Sassone-Corsi, 2019; Guijas et al., 2020; Acosta-Rodriguez et al., 2022). Finally, cell specific approaches, for instance *via* cell specific isolation of ribosomes or nuclei (Doyle et al., 2008; Chen et al., 2022) may further expose cell specific pathways induced by DR in the cerebellum.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/, GSE228418.

## Ethics statement

The animal study was reviewed and approved by Animal Welfare Board of the Erasmus MC. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

WV and DJ conceptualized and designed the experiments. MB, LvS, ÁG, RO, WV, and DJ performed transcriptomics analysis. MB, LvS, WV, and DJ wrote the manuscript. JH contributed to editing the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

We acknowledge financial support of the National Institute of Health (NIH)/National Institute of Aging (NIA) (AG17242), European Research Council Advanced Grants Dam2Age (to JH), ONCODE supported by the Dutch Cancer Society, ADPS Longevity Research Award (to WV), Memorabel (ZonMW 733050810), BBoL (NWO-ENW 737.016.015), Deutsche Forschungsgemeinschaft (DFG, German Research Foundation—Project-ID 73111208—SFB 829), Regiodeal Foodvalley (162135) and the European Joint Programme Rare Diseases (TC-NER RD20-113).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

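Poly(A) RNA of the cerebellar cortex of 12 mice aged 12 weeks, 4 on each of 3 diets, was sequenced: AL, DR and a ketogenic diet (KD), which is in the deposited data but not in the article. The authors removed adaptors with Trimmomatic, aligned the reads with STAR to GRCm38.p6 and counted reads per gene with FeatureCounts, and the deposited table holds the counts of 54752 genes without normalization. Diets and replicates were taken from the sample labels and Supplementary Table S1, whose values over 8 mice matched those of the library each column names (standard deviation of the log2 ratio 0.00734 to 0.0107, against at least 0.148 for the next library). The copy of that table used here held 1999 genes, against 19006 genes tested in the paper, so no overlap or enrichment test was run on it. All 12 libraries were used.

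Between 31712084 and 40798644 reads per library were counted, with a median of 36674269. KD mice had between 35376210 and 38961800 counts, with a median of 37671175. All 18 pairs of mice on one diet differed by more than the sampling noise (chi-square per gene of 4.95 to 11.55), so none was counted as a repeat of another. Sampling noise alone gives a chi-square of about 1 per gene, so summed over genes the spread between mice exceeded the counting error, and how this depends on the level of a gene was not tested.

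From the counts, genes were kept by filterByExpr (minimum count 10, minimum total 15), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Each pair of diets was fitted on its own 8 libraries, without a covariate. CPM were computed from these counts with TMM-scaled library sizes, and log2 CPM with a prior count of 2. Gene symbols were matched for 54723 genes from the annotation of a later GENCODE release, and coordinates are those of the deposited table. Overlaps between exons of genes were computed from the same annotation. Whether the counting used strand is not stated in the text of the paper, so genes whose exons overlap others by more than 10% were reported as uncertain.

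Lists of genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation as alternatives. The 60 lists were 9 cell lists of Supplementary Table S4, 23 Reactome sets and 28 lists compiled from gene names. Lists whose result is given nowhere else had the following adjusted p by camera. Among lists lower on DR they were 0.000537 for integrins and laminins (35 genes), 0.0265 for potassium channels (73 genes), 2.12e-05 for heat shock proteins and co-chaperones (72 genes), 0.000162 for Reactome transmission across chemical synapses (162 genes) and 7.71e-07 for Reactome cholesterol biosynthesis (22 genes). Among lists higher on DR they were 0.011 for Reactome DNA repair (132 genes), 0.0051 for Reactome base excision repair (32 genes), 0.036 for Reactome nucleotide excision repair (51 genes), 2.82e-07 for Reactome translation elongation (103 genes) and 0.0191 for Reactome respiratory electron transport (76 genes). With fry, potassium channels (0.0719), heat shock proteins and co-chaperones (0.0621), Reactome translation elongation (0.159) and Reactome respiratory electron transport (0.48) did not pass. The lists that did not pass with camera were proliferation (0.244), endothelium (0.895), Reactome glycolysis (0.937), Reactome citric acid cycle (0.731), Reactome double-strand break repair (0.235), Reactome unfolded protein response (0.248), Reactome circadian clock (0.0631), Reactome Fanconi anemia (0.104), Reactome hedgehog signaling (0.136) and Reactome mismatch repair (0.072). Of these, Reactome mismatch repair (0.00572), circadian clock (0.0465) and Fanconi anemia (0.0485) passed with fry, and the others did not.

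Means of lists, principal component scores and library totals were compared by two-sided exact permutation tests over the 70 labelled divisions of 8 mice. Correlations within diets used the 576 pairings that keep each mouse in its diet. An outlying mouse was sought in 107 groups of 4 with Dixon's test. The procedure was tested on simulated counts for the 18759 genes that passed the filter there. In 200 genes with ample counts the absolute log2 fold change was set to 0.5 or 1. Of these, 189 (94.5%) were recovered, with 14 false calls. The share was 99.02% at 1 and 89.8% at 0.5. Most genes called between DR and AL changed by less than 0.5 (median 0.35). These shares therefore do not give the power for such changes, or for genes with few counts.

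The genes named were those the article names, members of the lists and, for DR and for KD against AL, the 5 called genes with the largest increase and the 5 with the largest decrease among those with a mean of at least 1 CPM and no overlap between diets. This rule, the comparisons with their tests, the groups and the alternatives were set before the data were examined, except the exchange of diets within replicate numbers. Tests of explanations were set before their own result was seen, except those of the spread between KD and AL mice and of a smaller share of Purkinje cell RNA, and Top2a, E2f1, Enpp2 and the genes of the Y chromosome were named after their values were seen. The alternatives were DESeq2 size factors and library size alone as scaling, the Wald test of DESeq2 1.42.0 and edgeR's exact and likelihood ratio tests, no filter on low counts and a mean above 10 CPM in AL or DR, a fit of all 12 libraries, the replicate number as a block, removal of trends in gene length and GC content, other scales of the principal components and correlations, and each mouse left out in turn. A value without a test was taken as moved where it left its 95% binomial interval, if a share, or otherwise where it changed by more than 1 SD of the values with a mouse left out. Ingenuity pathway analysis and GSEA were not repeated. Published sets of activity-regulated and circadian genes and the dissection time of each mouse were not used here. Values of some genes are not reported here.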

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

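The comparison of the spread between KD and AL mice with that between KD and DR mice was chosen only after the number of genes called had been seen; the other tests were not.

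The KD mice are not in the article. Between 4 KD and 4 DR mice, 942 genes (4.94% of those tested) had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 463 higher and 479 lower on KD. Between KD and AL mice 0 of 19036 genes were called, and 928 (4.88%) had an unadjusted p under 0.05. Of the 580 genes called between DR and AL that were also tested between KD and DR, 407 were called there too, and in all 407 KD lay on the AL side of DR. Both comparisons use the DR mice, so they share the chance values of these mice. Across 19557 genes the changes of DR against AL and against KD had a correlation of 0.693, where 100 simulations of unchanged groups gave 0.504 on average and 0.531 at most. With the DR mice divided so that no library was shared, the mean correlation over 6 divisions was 0.295, against -0.0412 to 0.0384 in the simulations, so shared libraries do not account for the whole overlap. Among the 35 divisions of the KD and DR mice into groups of 4, 1 (the real one) gave 942 genes or more, and the others at most 2. A wider spread could have hidden genes between KD and AL, but the biological coefficient of variation was 0.0683 there and 0.0714 between KD and DR. All 35 divisions of the KD and AL mice gave at least the 0 genes of the real one, as any division must, so this number decides nothing. At an unadjusted p under 0.05, 14 other divisions gave as many genes as the real one, so by this number the difference between KD and AL is no larger than chance gives. Leaving out 1 mouse lowered the number between KD and DR by more than 1.5 times without KD replicate R14 (467), DR replicate 2 (520), KD replicate R6 (526) and KD replicate R17 (601). The design leaves open what KD and AL share and DR lacks: food intake, body weight and body temperature were not analysed here, and neither was the last meal.

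The changes of DR and of KD against AL had a correlation of 0.372 across genes, which are not independent replicates. Unchanged groups that share the AL mice gave 0.501 on average in simulations (0.477 to 0.526), and with no AL library shared the mean correlation was -0.0133 (-0.0917 to 0.04). The correlation is thus no larger than shared libraries alone give.

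By Dixon's test 1 mouse lay apart from the others in 6 groups of 4 mice, where 5.3 are expected by chance among the groups tested. Of these 6, 4 concerned AL replicate 2. The mean of the ribosomal protein list was 5.99 log2 CPM in this mouse and 6.16 to 6.18 in the other AL mice (a gap of 0.889 of the range). In the immediate early genes it was 3.42 against 3.76 to 3.81 (0.856), in the interstrand crosslink repair list 3.34 against 3.25 to 3.26 (0.852), and Hspa1b was at 25.1 CPM against 48.6 to 52.6 (0.855). This mouse had 35021240 counts, between the 31712084 and 40798644 of AL replicates 4 and 3, so depth does not set it apart. Without it, the adjusted p of camera moved from 5.27e-09 to 0.00154 for ribosomal proteins and from 0.000421 to 1.03e-12 for immediate early genes. Over all the alternatives these ranged from 1.32e-13 to 0.417 and from 1.03e-12 to 0.307. The fall of Hspa1b on DR passed with any 1 mouse left out. Removing the trend in gene length left the ribosomal shift at an adjusted p of 2.29e-05, and removing that in GC content at 5.95e-08, which argues against either as the whole cause. Chance stays open for the ribosomal shift, since 13 of the 35 divisions of the AL and DR mice gave as small a p. The design names nothing that sets AL replicate 2 apart, so no biological explanation was tested.

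In 5430419D17Rik, AL replicate 4 was at 1.14 CPM and the other AL mice at 1.96 to 2.10 CPM (0.847 of the range). In Gria4, DR replicate 1 was at 451 CPM and the other DR mice at 496 to 500.5 CPM (0.903). Both genes were lower in every DR mouse than in every AL mouse. The fall of 5430419D17Rik passed with any 1 mouse left out. That of Gria4 had an adjusted p of 0.0349, which was 0.0852 without DR replicate 1 and up to 0.0973 (without AL replicate 3) in the fits with 1 mouse left out, and it passed in 2 of these, without AL replicate 2 and without DR replicate 3. No biological explanation was tested for either mouse.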

How the results depend on the processing

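The exchange of diets within replicate numbers was chosen only after the result had been seen; the other tests in this part were not. No gene called between DR and AL changed its direction in the settings that tested it, including the fits that each left out 1 mouse.

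The number of genes called depended on the test and on the filter. In place of 583 (252 higher, 331 lower on DR), DESeq2 called 1012 (437 and 575), of which 558 were among the 583. The exact test of edgeR called 983 (466 and 517) and its likelihood ratio test 998 (474 and 524), and both included all 583. Neither of these 2 tests carries the uncertainty of each gene's spread into its p, which the quasi-likelihood test does. Without the filter on low counts 1258 were called (571 and 687), with 573 shared. There the prior degrees of freedom were infinite, against 8.86 with the filter, so genes at one level shared their estimate of the spread. One fit of all 12 libraries called 862, of which 379 were higher. Scaling by DESeq2 size factors called 582, by library size 565 (57.0% higher and 43.0% lower, against 43.2% and 56.8%), a mean above 10 CPM 492, removal of the length trend 599 and of the GC trend 694. With each mouse left out, 235 to 712 genes were called, 95 to 355 higher and 133 to 357 lower; the smallest numbers came without DR replicate 2, AL replicate 4 and DR replicate 2, and the largest without AL replicate 2. Fewer mice explain a smaller number but not the larger one, whose cause was not tested.

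The replicate numbers were not taken to pair the mice, since deviations from the diet means in mice of the same number had correlations of 0.0282, 0.154, 0.000577 and 0.0311, and the text of the paper does not say what a number marks. Nr1d1 fell with the number in both diets, from 156 to 114 CPM over AL replicates 1 to 4 and from 135 to 76.9 CPM over DR replicates 1 to 4, and Fig. 4D shows it falling with the time of dissection, so an order common to both diets stays open for clock genes. With the number as a block 1125 genes were called (522 and 603), and with the length trend removed too 1118 (511 and 607). The share of called genes with an absolute log2 fold change of 0.15 to 0.5 was then 78.1% and 78%, and the first principal component held 38.21% and 38.01%. The median r² of called genes was 0.813 and 0.806 with Nr1d1, 0.695 and 0.706 with Per1, 0.661 in both with Per2, 0.83 and 0.847 with Calr and 0.864 and 0.854 with Cirbp. Within diets it was 0.242 and 0.239, 0.258 and 0.261, 0.261 and 0.264, 0.264 and 0.255, and 0.256 and 0.262 for these 5 genes. The median for Cirbp exceeded that of the highest clock gene by 0.0512 and 0.0476, against 0.212. With the replicate numbers removed as well as the diet means, few independent differences between the mice remain. That alone raises r² between unrelated genes and the share of the first component. The rises, which were unequal, therefore do not show closer links between genes. The difference between Purkinje and granule lists was -0.135 and -0.155 for Rosenberg et al. and -0.0803 and -0.0812 for Kozareva et al., as without the block. In all 4 numbers the DR mouse was the lower one in both sources, and with the diets exchanged within numbers the exact p was 0.125 for each without the length trend removed, the smallest that 4 numbers allow.

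Without the block this share, 73.8%, was 88.8% among genes with a mean above 10 CPM, and 56.8% (without AL replicate 3) to 72.5% (without AL replicate 2) with a mouse left out. The share of plasma membrane genes lower on DR stayed between 69.4 and 80.9% over the other settings and between 74.6 and 82.4% with a mouse left out. The first principal component held 17.8% without the filter (exact p = 0.0571), 34.6% above 10 CPM, 17.3% with all 12 libraries, 42.48% without log (exact p = 0.543) and 23.25% to 26.76% with a mouse left out. The exact p, 0.0286 in the fit reported, was 0.0571 without DR replicate 1 and without DR replicate 3. Of the listed pathway genes 105 were called, 93 to 147 in other settings and 44 (without DR replicate 2) to 111 with a mouse left out. Of the circadian genes of Fig. 4A 19 were called, 18 to 26 in other settings and 10 (without DR replicate 2) to 19 with a mouse left out.

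Over all tested genes in place of the called ones, the median r² was 0.104 with Nr1d1, 0.113 with Per1, 0.127 with Per2, 0.145 with Calr and 0.155 with Cirbp, and within diets 0.127 with Nr1d1 and 0.145 with Cirbp; Cirbp then exceeded the highest clock gene by 0.0278. Without the filter it was 0.549 with Calr and 0.622 with Cirbp. With a mouse left out it ranged from 0.229 (without DR replicate 3) to 0.63 (without DR replicate 1) with Nr1d1, 0.354 to 0.532 with Per1, 0.439 to 0.619 with Per2, 0.601 to 0.809 with Calr and 0.712 to 0.806 with Cirbp. Within diets the ranges were 0.14 to 0.192, 0.0985 to 0.182, 0.0842 to 0.173, 0.108 to 0.204 and 0.145 to 0.202. The excess of Cirbp ran from 0.083 (without DR replicate 1) to 0.315 (without AL replicate 1). The cause was not tested.

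With the correlation between genes estimated from the data, 0 of 60 lists passed in place of 33, and 16 had an unadjusted p under 0.05. Adjusted p were then 0.171 for both Purkinje lists and for Reactome neuronal system and extracellular matrix organization, 0.101 for Bergmann glia and for base excision, mismatch and interstrand crosslink repair, 0.118 for ER chaperones, 0.197 for heat shock proteins, 0.307 for immediate early genes, 0.417 for ribosomal proteins, 0.632 for oxidative phosphorylation and 0.682 for oligodendrocytes. With fry 29 lists passed, 23 of them among the 33. Of the lists just named those that did not pass were heat shock proteins (0.0621), immediate early genes (0.159), ribosomal proteins (0.186), oxidative phosphorylation (0.399) and oligodendrocytes (0.495). The oligodendrocyte list, at 0.044, also lost its call with library size scaling (0.0643), above 10 CPM (0.286) and with the length trend removed, without and with the block (0.105 and 0.0781). Oxidative phosphorylation did with the length trend removed (0.127, and 0.0674 with the block), and Bergmann glia with length and block (0.0866). The granule list of Rosenberg et al. passed without the filter (0.0392). With the length trend removed and no block, the Purkinje minus granule difference of Rosenberg et al. was -0.155 (exact p = 0.0286). The cause was not tested.

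With a mouse left out, 26 to 36 lists passed. The ranges of adjusted p were 1.23e-18 to 7.17e-10 and 1.21e-08 to 5.25e-05 for the Purkinje lists of Rosenberg et al. and Kozareva et al., 0.0561 to 0.652 and 0.385 to 0.949 for their granule lists, 0.0084 to 0.0574 for Bergmann glia (highest without AL replicate 3) and 0.002 to 0.729 for oligodendrocytes. They were 1.32e-13 to 0.00154 for ribosomal proteins, 2.25e-07 to 0.391 for oxidative phosphorylation, 1.03e-12 to 0.000284 for heat shock proteins, 1.94e-37 to 3.34e-16 for ER chaperones and 1.03e-12 to 0.00547 for immediate early genes. For repair they were 0.00153 to 0.0102 (base excision), 0.000794 to 0.00494 (mismatch) and 0.000894 to 0.00414 (interstrand crosslink), and for Reactome 4.17e-05 to 0.00403 (neuronal system) and 8.04e-06 to 0.00694 (extracellular matrix). The highest value came without AL replicate 2 for oligodendrocytes, ribosomal proteins and oxidative phosphorylation, and the last was also lost without DR replicate 3 (0.0643). Oligodendrocytes were also lost without AL replicate 4 (0.0846), DR replicate 1 (0.112) and DR replicate 3 (0.409). The Purkinje minus granule difference ran from -0.162 (without DR replicate 4, exact p = 0.0286) to -0.102 for Rosenberg et al. and from -0.106 to -0.0624 for Kozareva et al.

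The direction of 9 lists and 2 genes changed in some setting, and none of them passed the threshold in either direction. With library size scaling glycolysis was at 0.791 and Reactome insulin receptor at 0.764. Without the filter Reactome glycolysis was at 0.966. Above 10 CPM glycolysis was at 0.833, meningeal fibroblasts at 0.732, endothelium at 0.908 and insulin receptor at 0.732. With the block glycolysis was at 0.927 and insulin receptor at 0.946. With the length trend removed Reactome glycolysis was at 0.969, amino acid metabolism at 0.768 and insulin receptor at 0.768, and with the block added 0.976, 0.936 and 0.718. With the GC trend removed Reactome glycolysis was at 0.984 and Arntl had a log2 fold change of -0.00898. With a mouse left out, glycolysis ranged from 0.488 to 0.952, insulin receptor from 0.798 to 0.969, meningeal fibroblasts from 0.0815 to 0.939, endothelium from 0.411 to 0.969, amino acid metabolism from 0.378 to 0.858, the citric acid cycle from 0.165 to 0.977, its Reactome set from 0.226 to 0.96 and the log2 fold change of Arntl from -0.050 to 0.068 and of H2afx, whose value is uncertain because of an overlapping gene, from -0.010 (without DR replicate 1) to 0.31. The cause was not tested.

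Of 127 named genes, 24 were gained with the exact test and 24 with the likelihood ratio test, and none was lost with these. With the replicate block 20 were gained and 0 lost, as they were with the length trend removed too. With DESeq2 size factors 0 were gained and 1 lost. With DESeq2 19 of 125 were gained and 1 lost, without the filter 25 gained and 1 lost, with all 12 libraries 16 gained, with the GC trend removed 9 gained and 2 lost, with the length trend removed 5 gained and 3 lost, and with library size scaling 3 gained and 4 lost. Above 10 CPM 2 of 102 were lost. With a mouse left out between 5 (without AL replicate 2) and 30 (without DR replicate 2) were lost. Between 0 (without DR replicate 2) and 6 (without DR replicate 4) were gained.

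Between KD and AL, DESeq2 called 10 genes, and without the filter 118 were called, with prior degrees of freedom of 531 against 8.87. With all mice 0 were called and 928 had an unadjusted p under 0.05, and with a mouse left out 0 to 6 (without AL replicate 3) were called. Between KD and DR 1503 were called without the filter, and 467 to 946 with a mouse left out. The correlation of DR and KD changes against AL ran from 0.317 (without KD replicate R17) to 0.492 (without AL replicate 2).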

Differences from the paper's values

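No test in this part was chosen after the result was seen. The paper reports 944 differentially expressed genes, and 583 were called here. Among the alternatives set before the data were examined, the numbers within 1.5 times the paper's were 1012 with DESeq2's Wald test, 983 with edgeR's exact test, 998 with its likelihood ratio test, 1258 without the low-count filter, 862 with all 12 libraries in one fit, 1125 with the replicate block, 694 with the GC trend removed, 1118 with the length trend removed and the block, and 712 without AL replicate 2. Those that were not were 582 with DESeq2 size factors, 565 with library size only, 492 above 10 CPM, 599 with the length trend removed and 235 to 442 with each other mouse left out.

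The differentially expressed genes, percent of genes tested, were 5% in the paper and 3.06% here. The alternatives within 1.5 times were 5.31% with DESeq2, 5.16% with the exact test, 5.24% with the likelihood ratio test, 3.565% without the filter, 4.82% above 10 CPM, 4.41% with all 12 libraries, 5.905% with the block, 3.64% with the GC trend removed, 5.87% with length and block and 3.68% without AL replicate 2. The others were 3.055% with DESeq2 size factors, 2.966% with library size only, 3.14% with the length trend removed and 1.22 to 2.30% with each other mouse left out.

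The log2 fold changes of 46 named genes in the supplementary tables differed from those here by at most 0.0218. Of these genes 43 have an adjusted p under 0.05 in the paper's tables, and 32 here.

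Some genes the paper counts as differentially expressed did not pass here with edgeR's quasi-likelihood test. Their adjusted p were 0.108 for Nr1d1, 0.0922 for Per1, 0.245 for Abhd2, 0.0608 for Baiap2, 0.0869 for Itpr1, 0.151 for Prkg1, 0.0657 for Shisa6, 0.076 for Rgs8, 0.0749 for Slc1a3, 0.0656 for Prox1, 0.0542 for Fth1, 0.0668 for Gli1, 0.0589 for Trib2, 0.0772 for Col6a3, 0.0692 for Srsf5, 0.0554 for Hspa4l, 0.0835 for Hspd1, 0.0692 for Cnih2, 0.0731 for Cnih3, 0.0632 for Vcan, 0.0595 for Actg1, 0.0737 for Eps8, 0.0508 for Ttll3 and 0.105 for Nudt17. With edgeR's exact test, and with its likelihood ratio test, all of these passed except Abhd2 and Prkg1. Without the low-count filter all passed except Abhd2 and Cnih3, and with DESeq2's Wald test all except Nr1d1, Abhd2, Prkg1, Col6a3, Cnih3, Ttll3 and Nudt17. With all 12 libraries in one fit Baiap2, Itpr1, Shisa6, Rgs8, Slc1a3, Gli1, Trib2, Srsf5, Hspa4l, Hspd1, Cnih2, Vcan, Actg1 and Ttll3 passed. With the replicate block all passed except Abhd2, Rgs8, Slc1a3, Col6a3, Cnih2, Cnih3 and Nudt17, and with the length trend removed as well all except Abhd2, Itpr1, Prkg1, Rgs8, Slc1a3, Cnih3, Eps8 and Nudt17. Those that passed with the length trend removed and no block were Baiap2, Hspd1, Cnih2, Actg1 and Ttll3, with the GC trend removed Baiap2, Itpr1, Shisa6, Rgs8, Slc1a3, Prox1, Trib2, Hspa4l and Actg1, and with library size only Fth1, Srsf5 and Ttll3. None passed with DESeq2 size factors or above 10 CPM, where Col6a3, Cnih3 and Nudt17 were not tested. With 1 mouse left out, Gli1 passed without AL replicate 1, Trib2, Srsf5, Hspa4l and Hspd1 passed without AL replicate 2, Ttll3 passed without AL replicate 3, Actg1 passed without AL replicate 4, Nr1d1, Col6a3, Vcan and Ttll3 passed without DR replicate 1, Fth1 passed without DR replicate 3, and Baiap2, Itpr1, Prkg1, Shisa6, Rgs8 and Col6a3 passed without DR replicate 4. Abhd2 passed in none of these settings (0.16 to 0.43 over those that kept all mice).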

Other observations

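The test of a smaller share of Purkinje cell RNA was chosen only after the result had been seen; the other tests in this part were not.

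The number of genes called between DR and AL was set against other divisions of the same mice. Of the 35 divisions into groups of 4, 1 (the real one) gave as many as 583 genes, and the others gave at most 4, with a median of 0. With the counts of every library thinned to the smallest total, 547 genes were called, 516 of them among the 583 and in the same direction, so library size does not account for them. The library totals of the diets had an exact permutation p of 0.6. The marker lists of tissue that a dissection might include were tested with camera. Of 6 tested choroid plexus genes 5 were lower on DR, and Enpp2, named after its values were seen, was called. Meningeal fibroblast genes went both ways, 7 lower and 4 higher. Of 6 blood genes 5 were lower. The unadjusted p by camera of limma, a test across all genes, was 0.0523 for choroid plexus, 0.361 for meningeal fibroblasts and 0.0369 for blood, and none passed after adjustment (0.0805, 0.46 and 0.0631, and 0.0725, 0.772 and 0.386 with fry). The choroid plexus genes summed to 87.2 CPM on AL and 70.9 on DR, and the meningeal genes to 86.7 and 87.4. The blood genes went from 351.9 to 278.9 CPM, a change of -72.9, against a summed fall of 6520 CPM over the genes called lower and a summed rise of 3297 over those called higher. These sums cover the marker genes only, and the whole RNA of such cells was not measured. How much of the change such cells could bring is thus not decided. For brainstem and cerebellar nuclei the unadjusted p by camera was 0.387, while with fry the list passed as higher on DR (adjusted p = 0.0328). Only 3 of the 12 listed genes were tested, 2 higher and 1 lower, with a sum of 47.5 CPM on AL and 50.4 on DR. These are too few to decide, so a share of that tissue cannot be told apart from an effect of diet.

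The number of lists that passed between DR and AL, 33, was reached by 1 of the 35 divisions, the real one, but the others gave a median of 12.5 and up to 31. For single lists, 2 of the 35 divisions gave as small a p for the Purkinje genes of Rosenberg et al., 3 for those of Kozareva et al., 13 for ribosomal proteins, 16 for oxidative phosphorylation and 4 for heat shock proteins, so a chance division stays open for each. With the trend in gene length removed the adjusted p were 3.11e-13, 1.16e-06, 2.29e-05, 0.127 and 1.11e-05 in this order, and with that in GC content 3.75e-14, 4.38e-07, 5.95e-08, 0.00473 and 9.04e-06. Over all the alternatives they ranged from 2.32e-20 to 0.171, from 3.03e-10 to 0.171, from 1.32e-13 to 0.417, from 2.25e-07 to 0.632 and from 1.03e-12 to 0.197. Gene length may thus account for the shift in oxidative phosphorylation, and neither trend for the whole of the others.

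A smaller share of Purkinje cell RNA on DR could lower all Purkinje genes by one factor. Of the 49 genes of Rosenberg et al., 10 (20.4%, 95% interval 10.2 to 34.3%) lay further from the median of the list than their own error allows, against a median of 2.04% in the other divisions of the mice. Of the 402 genes of Kozareva et al. 91 did (22.6%, 18.6 to 27.0%, against 3.48%). In both lists only 1 of the 35 divisions, the real one, gave as high a share. One factor common to all genes therefore does not account for either list. The other divisions place both diets in each group, which widens the error, so their lower shares decide little. A smaller share would also lower genes by unlike amounts if other cells gave part of their reads, so this test cannot exclude it. A smaller share, alone or together with regulation of some genes, stays open. As a hypothesis, part of the Purkinje cell change may be regulation within the cell, but neither the number nor the size of Purkinje cells was analysed here.

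Cirbp had a higher r² with the called genes than Nr1d1, Per1 and Per2 over the 8 AL and DR mice. Across the called genes taken as reference, the median r² followed the share of variance that lies between the diets (Spearman's rho 0.886). That share is 83.5% for Cirbp, and 207 called genes are within 5 points of it. The median r² of these was 0.683, and 51 of them exceeded Cirbp. A candidate explanation is that Cirbp separates the diets more completely than the clock genes do. This need not be the whole cause: with the mean of each diet subtracted, the median r² was 0.172 for Cirbp and 0.155 for Nr1d1, against a median of 0.106 over the called genes taken as reference, and only 3 of the 583 exceeded Cirbp. A closer link of Cirbp with the called genes among mice of one diet thus stays open.

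If Cirbp and chaperones follow a factor that varies between mice on any diet, they should also move in opposite directions where no mouse is on DR. In the 8 AL and KD mice, with Cirbp at 60.9 to 82.8 CPM, Cirbp had a correlation of -0.918 with the mean of the 10 heat shock proteins (exact permutation test, p = 0.00246, adjusted over 2 relations 0.00492) and a rho of -0.929 (exact p = 0.00223, adjusted 0.00446). Without the 2 mice farthest from the median r was -0.866, and within diets -0.907. With the mean of the 7 ER chaperones r was -0.843 (exact p = 0.0164, adjusted 0.0164) and rho -0.762 (exact p = 0.0368, adjusted 0.0368), and r was -0.782 without the 2 mice and -0.819 within diets. Body temperature could be such a factor, and so could the time of dissection. Neither was analysed here, so these correlations do not tell them apart. The 4 AL mice are also part of the comparison with DR, so the tests are not fully independent of it.

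With camera, 8 of 60 lists passed between KD and AL and 0 of these with fry (adjusted p of 0.73 to 0.807). Blood genes had a median log2 fold change of -0.46 (adjusted p = 1.31e-15 by camera), ER chaperones of -0.05 (0.0078) and the Purkinje genes of Rosenberg et al. of -0.04 (0.00247). Higher on KD were oxidative phosphorylation with a median of 0.08 (2.76e-15), Reactome respiratory electron transport with 0.07 (2.44e-11), ribosomal proteins with 0.05 (2.31e-07), Reactome translation elongation with 0.05 (0.000777) and mitochondrial ribosomal proteins with 0.05 (0.00216). All 8 had the same direction in DR against AL, and both comparisons use the AL mice, so these directions are not independent of each other. Between KD and DR 27 passed, 17 of them with fry.

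Uty, a gene of the Y chromosome chosen after its values were seen, was at 47.2 CPM in AL replicate 3, 45.6 in DR replicate 1, 46.3 in DR replicate 4 and 46.2 in KD replicate R11. In the other 8 libraries it was at 21.7 to 23.8 CPM. Other genes of this chromosome did not divide the libraries so: Ddx3y was at 69.0 to 78.7, Eif2s3y at 68.4 to 88.1 and Kdm5d at 53.6 to 60.2 CPM. No explanation was tested.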
